# Immune phenotyping of diverse syngeneic murine brain tumors identifies immunologically distinct types

**DOI:** 10.1038/s41467-020-17704-5

**Published:** 2020-08-06

**Authors:** Jasneet Kaur Khalsa, Nina Cheng, Joshua Keegan, Ameen Chaudry, Joseph Driver, Wenya Linda Bi, James Lederer, Khalid Shah

**Keywords:** Cancer, Oncology

## Abstract

Immunotherapy has emerged as a promising approach to treat cancer, however, its efficacy in highly malignant brain-tumors, glioblastomas (GBM), is limited. Here, we generate distinct imageable syngeneic mouse GBM-tumor models and utilize RNA-sequencing, CyTOF and correlative immunohistochemistry to assess immune-profiles in these models. We identify immunologically-inert and -active syngeneic-tumor types and show that inert tumors have an immune-suppressive phenotype with numerous exhausted CD8 T cells and resident macrophages; fewer eosinophils and SiglecF+ macrophages. To mimic the clinical-settings of first line of GBM-treatment, we show that tumor-resection invigorates an anti-tumor response via increasing T cells, activated microglia and SiglecF+ macrophages and decreasing resident macrophages. A comparative CyTOF analysis of resected-tumor samples from GBM-patients and mouse GBM-tumors show stark similarities in one of the mouse GBM-tumors tested. These findings guide informed choices for use of GBM models for immunotherapeutic interventions and offer a potential to facilitate immune-therapies in GBM patients.

## Abstract (web summary)

Syngeneic mouse models for glioblastoma (GBM) cannot fully recapitulate clinical findings and response to therapy in patients. Here the authors perform a comprehensive immune profiling of different syngeneic GBM tumour models and compare it with the immune landscape of GBM patients to identify similarities and potential confounding differences.

## Introduction

Glioblastoma (GBM) is the most prevalent central nervous system (CNS) malignancy diagnosed in adults. Despite advances in surgical, chemoradio-therapeutic treatment regimens, the median overall survival for patients receiving the standard of care remains poor^1,2^. Immunotherapy has emerged as a promising approach for cancer^3^ and achieved an unprecedented success in malignancies such as prostate cancer and melanoma^4,5^. However, its efficacy in GBM has been limited primarily by overall systemic immune suppression and the immune-suppressive tumor microenvironment^6,7^. A number of preclinical studies assessing the efficacy of different therapeutics for GBM have focused on patient derived tumor models with the caveat that these xenografts can only grow in immune-compromised mice limiting their use in gaining new insights into the mechanisms associated with brain tumor immunotherapy-based research. Preclinical syngeneic mouse tumor models play a critical role in testing and understanding the immune response of novel therapies prior to their clinical trial in patients. However, despite the wealth of available established and primary GBM lines to generate pathologically and genetically distinct xenograft models, the availability of syngeneic mouse tumor lines is limited and the models generated from these lines have not been well characterized.

Commonly used GBM syngeneic tumor models are p53 WT/PTEN deficient CT2A^8^ and K-ras mutant/p53 mutant GL261^9^ lines. While both these tumor lines were generated by chemical induction with methylcholanthrene in C57BL/6 mice^10^, there is a huge disparity in the number of studies performed on these two models. Most preclinical research for immunotherapy in GBM has been performed on GL261 which is highly immunogenic^11–13^ resulting in outcomes that do not correlate well with the clinical findings^14^. Among other sporadically used syngeneic mouse tumor lines are spontaneous tumor models 005, which has an H-ras and AKT activation in a p53+/− setting^15^, and Mut 3 and Mut 4 lines generated by inactivation of NF1 and p53 tumor suppressor genes with loss of PTEN^16^.

To fully utilize the translational differences in various syngeneic mouse GBM models, it is crucial to characterize the tumor micro-environment. Based on TCGA (The Cancer Genome Atlas) data for gene expression profiling and mutational spectrum that revealed immune phenotypic differences in different GBM subtypes^17,18^, we hypothesized that the tumor models generated from mouse tumor lines with distinct background would have differences in their immune profiles. This is further strengthened by previous findings showing that immunotherapy with autologous tumor lysates of GL261 and CT2A has a differential response with better efficacy in CT2A tumors^11^.

Previously considered to be an immune-privileged site, it has been established that there is active surveillance by the immune cells in the brain^19^. Studies involving isolation of immune cells from the brain and flow cytometry-based evaluation of brain-infiltrating immune cells present unique challenges such as poor viability and high autofluorescence^20^. Recently, these challenges were overcome for brain tissue by utilizing better isolation protocols and flow cytometry to study up to 21 markers simultaneously. More recent advent of mass cytometry (CyTOF) has proven to be a powerful tool as analysis of up to 40 different markers can be performed from the same sample in a single experiment^21^. In addition, advances in analyzing and visualizing CyTOF data by unsupervised dimensionality reduction and subsequent clustering methods has remarkably enhanced our capabilities of meaningfully interpreting information of 40 or more different markers on millions of cells. CyTOF data, in combination with RNA sequencing (RNA seq) and correlative immunohistochemistry (IHC) provides a holistic overview of the leukocytic landscape of the currently available GBM tumor models and a resource to assist future immune-modulatory studies.

In this study, we seek to characterize the limited pool of diverse mouse GBM lines with pathological techniques, i.e., H&E staining, IHC, and RNA seq. Comprehensive immune profiling is done with CyTOF. Clinically, initial treatment for GBM patients is often resection, which as an intervention, is immunogenic resulting in an increase in tumor infiltrating immune cells (TIICs) in mouse GBM models^22,23^. In this study, we test the influence of resection on immune response, by performing immune profiling of tumors by CyTOF on pre- and post-resected tumors. Finally, we perform CyTOF on intraoperative tumor tissue obtained from GBM patients and compare it to our mouse GBM tumor models and report similarities between patient and mouse models with respect to immune phenotypes.

## Results

### Syngeneic mouse tumor models are genetically distinct and have different immunogenicity

We sought to extensively characterize the differences between the commonly used syngeneic mouse GBM models by pathological characterization, RNA seq analysis, and immune phenotyping of tumors grown intracranially (Fig. 1a). Western blot analysis of lysates prepared from five lines: 005, CT2A, GL261, Mut3, and Mut4 confirmed that CT2A and GL261 have low levels of PTEN and high levels of p53 (Fig. 1b). On the contrary, 005 has high levels of PTEN and low p53 levels and p53 mutant Mut3 and Mut 4 both lacked PTEN^16^ (Fig. 1b) with concomitantly high levels of p-AKT in Mut4 as compared to Mut3. To track tumor growth in vivo, we transduced syngeneic GBM lines to express dual imaging marker GFP and Firefly luciferase (Fluc); and created GBM-GFP-Fluc lines (Supplementary Fig. 1A, B). In vivo, four of the five lines formed tumors in immune competent C57BL/6 mice except for Mut4 (Supplementary Fig. 1C). Mice implanted with CT2A tumors took the shortest time to reach end-stage while tumor progression of Mut 3 was the slowest (Fig. 1c). H&E staining on brain sections from end-stage brains showed the presence of tumors (Fig. 1d) that was further confirmed by GFP expression in tumor cells in brain sections (Supplementary Fig. 1D). Four tumor models used showed varying degrees of angiogenesis as scored by CD31 staining (Fig. 1d). CD31 staining revealed that Mut3 tumors have significantly higher number of blood vessels as quantified by tube length (Supplementary Fig. 1E) correlating with its low-PTEN expression (Fig. 1b). PTEN levels are inversely correlated with angiogenesis levels^24^. Ki67 staining revealed presence of highly proliferating cells with high density of nuclear staining. Interestingly, GL261 and 005 tumor sections showed several non-proliferating cells in the tumor mass as compared to CT2A and Mut3 suggestive of infiltrating non-proliferating cells (Fig. 1d, Supplementary Fig. 1F).

**Fig. 1:**
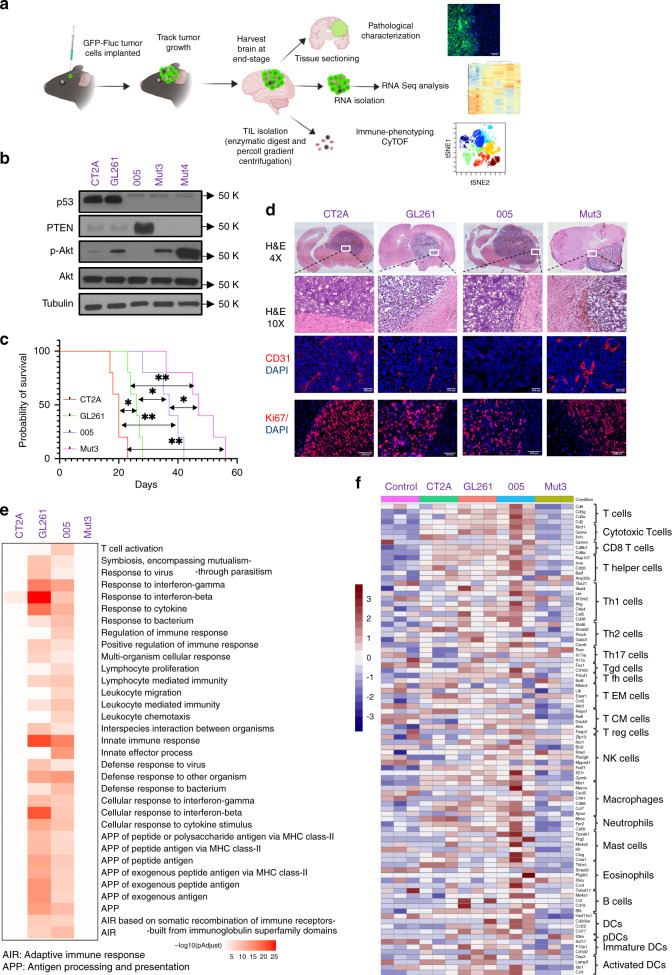
Characterization of syngeneic mouse brain tumor models. **a** Schematic of the experimental plan. **b** Western blot analysis showing expression of p53, PTEN, pAKT, and AKT in the lysates prepared from mouse GBM syngeneic lines. α-Tubulin was used as loading control. Images are representative of five independent experiments. **c** Kaplan–Meier plots showing survival of various mouse tumor models (*n* = 5). Log-rank test was performed to compare each pair of survival curves. *p ≤ 0.05; **p ≤ 0.005. **d** H&E (magnification stitched 4× image and 10×), Ki67 and CD31 staining on the brain sections obtained from mice bearing tumors at end stage. Images are representative of three independent experiments (**e**) RNA sequencing analysis on the RNA isolated from end-stage tumors or control brains of C57BL/6 mice (*n* = 3 mice per group). Pathway enrichment analysis was performed, and the *p*-adjusted values were plotted for each tumor type for immune-related pathways that appeared in the top 25 enriched pathway list as shown in Supplementary Figs. 3 and 4. **f** Heatmap of differential expression of genes associated with immune cell types in different tumor types plotted as *z*-score of normalized gene expression for each gene. **a** was created by authors using biorender tools (biorender.com).

Next, we performed RNA seq analysis to study the immune profile of different GBM tumor models. 

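RNA was sequenced from end-stage tumors of 4 syngeneic lines and from naïve brain of C57BL/6 mice, with 3 mice per group and 15 samples in all. CT2A and GL261 are lines that were induced in mice with methylcholanthrene, whereas 005 and Mut3 were derived from tumors of genetically altered mice. The mice were 6 to 8 weeks old at implantation and received 100000 cells of CT2A, GL261 or 005, or 500000 cells of Mut3. The authors aligned the reads with STAR to the GENCODE mouse genome, marked duplicates with Picard tools, and deposited an estimated count and a TPM value for each of 46679 genes. The paper's text does not name the quantifier or the annotation release. Of the gene identifiers, 46201 matched GENCODE release M21 on GRCm38, which gives the gene positions used here. The total count per sample ranged from 3105119 to 5161132 in naïve brain (median 3993839), from 7246421 to 8825088 in CT2A (median 8179943) and from 5380395 to 7244155 in GL261 (median 6368000). It ranged from 8523676 to 13130158 in 005 (median 10045670) and from 7525006 to 11308105 in Mut3 (median 8725201). The smallest level these depths can show, 3 counts, corresponded to between 0.228 and 0.966 CPM (counts scaled to the library size), and this floor covers counting error only. Mitochondrial genes took 15.0% to 24.0% of the counts in naïve brain, 17.8% in 005 replicate 3, 11.3% in GL261 replicate 2 and at most 7.59% in the other tumors. The estimated counts were rounded to whole numbers and normalized by edgeR's TMM method, and 17481 genes passed its filter on low counts. Each group was compared in edgeR's quasi-likelihood test fitted to all the samples. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The sample labels and the paper's text name no sequencing batch.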

End-stage tumors were excised, and RNA was isolated from tumor-bearing or naïve brain tissue. 

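In log2 CPM over all tested genes (prior count 2, genes centred and not scaled), the first principal component held 41.4% of the variance and the second 17.0%, which is 58.4% together. PC3 held a further 10.8%. Scaling each gene to unit variance moved the sum of PC1 and PC2 the most, to 49.9%, and the highest sum of the settings tried, 65.8%, was obtained with log2(TPM + 1).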

Principal component analysis (PCA) of the data set revealed that PC1 and PC2 together comprise of more than 70% variance in the data (Supplementary Fig. 2A). 

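On PC1, naïve brain had a mean score of −157 ± 9.21 (SD, n = 3), and its scores, from −167 to −149, lay below those of all the tumors. The mean PC1 score was 67.7 ± 39.3 in CT2A, 4.88 ± 29.6 in GL261, 1.11 ± 93.8 in 005 and 83.0 ± 10.8 in Mut3 (SD, n = 3 each). The wide spread of 005 came from replicate 3, whose score of −106 was the closest of the tumors to naïve brain. On PC2, Mut3 had a mean score of 105 ± 14.2 and a lowest score of 94.1. The mean PC2 score was 26.0 ± 3.17 in naïve brain, −42.4 ± 3.98 in CT2A, −51.7 ± 9.01 in GL261 and −36.4 ± 22.1 in 005 (SD, n = 3 each), and no sample of these groups scored above 29.0. CT2A and GL261 lay apart on PC3, where CT2A scored from 55.2 to 77.0 and GL261 from −87.3 to −64.3.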

There was more intergroup variability as PC1 could separate naïve brain from all the tumor samples whereas PC2 separated the Mut3 tumor suggesting that expression profile of Mut3 is dramatically different from the other three tumor samples (Supplementary Fig. 2A). Heatmap of clustered differentially expressed (DE) top 100 genes correlated with the PCA analysis. 

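A difference among the 5 groups was found for 9100 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the 100 genes with the smallest p were clustered by their z-scores (average linkage, 1 minus Pearson correlation). When the tree was divided into 5 clusters, CT2A, GL261 and Mut3 each formed a cluster of their own. 005 replicate 3 fell into the cluster of naïve brain, apart from the other two 005 tumors. Of the 100 genes, 44 had their lowest group mean in naïve brain and 0 had their highest group mean there.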

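The distance between each pair of samples was taken as the Euclidean distance of their log2 CPM over all tested genes. Pairs from different groups were on average 77.8 units farther apart than pairs from the same group (permutation test over the group labels, one-sided, 100000 resamples, p = 2e-05). The mean distance within a group was 146 in naïve brain, 126 in CT2A, 129 in GL261, 179 in 005 and 122 in Mut3. The mean distance to the samples of the other groups was 250.5 for naïve brain, the largest of the 5, 227 for Mut3, 209.8 for CT2A, 203.6 for GL261 and 200.3 for 005. The sample nearest to 005 replicate 3 was naïve replicate 1, and its mean distance was 146 to naïve brain and 203 to the other 005 tumors.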

Clustering analysis of the heatmap confirmed that intergroup variability was higher than intragroup variability as different samples of the same group clustered together (Supplementary Fig. 2B), naïve brain sample being the most distinctive.

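Compared with naïve brain, 6858 genes were DE in CT2A (3319 upregulated and 3539 downregulated) and 6601 in Mut3 (3135 upregulated and 3466 downregulated). In GL261, 3913 genes were DE (2555 upregulated and 1358 downregulated), and in 005, 2217 (2033 upregulated and 184 downregulated). The alternative that moved these numbers the most in proportion was a fit of the 005 and naïve samples alone, which left 222 DE genes in 005. The number in 005 also rose to 6535 without 005 replicate 3. The gene lists made from the other 005 tumors held 3143 upregulated and 3274 downregulated genes. The low number of downregulated genes in 005 therefore depended on replicate 3. A total of 1008 genes were DE in all 4 tumors, 1003 of them in the same direction. Genes DE in a single tumor numbered 1530 in CT2A, 515 in GL261, 161 in 005 and 1686 in Mut3. Among the selected genes that were still counted in Mut3, Grin2b, a glutamate receptor subunit gene (ENSMUSG00000030209, chromosome 6 from 135713233 to 136173511) had a log2 fold change of −8.03 (standard error 1.39, adjusted p = 8.33e-04). The selected genes with the largest increases were at 0 counts in naïve brain, and several are processed pseudogenes whose reads the counting could share with their parent genes, so no fold change is given for them.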

Pathway enrichment of DE genes, either upregulated or downregulated in each tumor compared to control naïve brain tissue revealed interesting findings relevant to immune-related pathway activation. 

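DE genes were tested for enrichment in 889 mouse Reactome pathways by a one-sided Fisher's exact test, against the 5091 tested genes that belong to any pathway. A pathway was called enriched at a Benjamini-Hochberg adjusted p under 0.05. Of 13 listed cell cycle pathways, 4 were enriched in CT2A, 4 in Mut3, 9 in GL261 and 10 in 005, and the top 25 pathways held 3, 2, 3 and 3 of them, respectively. With the upregulated genes alone, 12 of the 13 were enriched in both CT2A and Mut3, the largest change among the settings tried for these tumors. Mitotic Prometaphase, with 99 members, had 70 DE genes in CT2A (42.9 by chance, adjusted p = 1.37e-06) and 71 in Mut3 (40.5 by chance, adjusted p = 5.63e-08). It had 54 in GL261 (25.5 by chance, adjusted p = 3.10e-08) and 46 in 005 (17.1 by chance, adjusted p = 4.54e-10). The pathway ranked first was Neuronal System in both CT2A (adjusted p = 8.91e-16) and Mut3 (adjusted p = 2.46e-15). Mki67, which encodes Ki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361), was at 2.398 ± 0.599 CPM in naïve brain, 73.4 ± 10.4 in CT2A, 42.1 ± 11.1 in GL261, 55.2 ± 43.8 in 005 and 227 ± 90.1 in Mut3 (SD, n = 3 each). Its log2 fold change over naïve brain was 4.91 in CT2A (standard error 0.72, adjusted p = 4.49e-04) and 6.54 in Mut3 (standard error 0.77, adjusted p = 1.31e-04).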

Looking at the list of top 25 pathways most significantly differentially enriched in the DE genes from each tumor to naïve comparison, CT2A and Mut3 vs. naïve DE genes were enriched in pathways related to cell cycle processes and regulation that would be pertinent for a highly proliferating tumor (Supplementary Fig. 3). 

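Of 19 listed immune pathways, 13 were enriched in the DE genes of GL261 and 16 in those of 005, and the top 25 pathways held 5 and 6 of them, respectively. The Immune System pathway, with 747 members among the tested genes, ranked first in 005, with 234 DE genes where 129 were expected by chance (adjusted p = 4.55e-22). In GL261 it had 290 DE genes where 193 were expected (adjusted p = 7.10e-16). The adjusted p of Interferon gamma signaling was 9.28e-11 in GL261 and 7.29e-09 in 005, and that of Cytokine Signaling in Immune system was 2.20e-08 and 3.37e-11. The adjusted p of Adaptive Immune System was 1.93e-06 in GL261 and 5.40e-10 in 005. PD-1 signaling, a pathway of 15 genes, had 12 DE genes in GL261 (adjusted p = 3.61e-04) and 11 in 005 (adjusted p = 6.25e-05). Requiring at least 10 counts in every sample lowered these numbers the most, to 6 immune pathways in GL261 and 7 in 005.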

On the contrary, GL261 and 005 tumor to naïve comparison DE genes were enriched for genes from multiple pathways relevant to immune response suggesting that these tumors might have a higher frequency of immune cells in the tumor micro-environment and immune-activation pathways (Supplementary Fig. 4). Comparing the immune-related pathways significantly enriched in GL261 and 005 in all tumor types revealed that genes from immune response-related pathways were not significantly enriched in CT2A and Mut3 DE genes. 

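In CT2A, 2 of the listed immune pathways were enriched, Interferon Signaling (63 DE genes, 46.8 by chance, adjusted p = 0.0157) and Interferon gamma signaling (47 DE genes, 34.3 by chance, adjusted p = 0.0312). Immune System had 354 DE genes in CT2A where 324 were expected by chance (adjusted p = 0.0808). In Mut3, 0 immune pathways were enriched, 0 had an unadjusted p under 0.05 in Fisher's exact test, and Immune System had 266 DE genes where 306 were expected. The number in CT2A depended on the gene list. It was 9 with the upregulated genes alone and 4 with the 1000 genes of smallest p from each tumor, and it was 0 with DESeq2 or without a threshold on the fold change. In Mut3 it stayed at 0 with both of these gene lists.

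**Figure D1:**
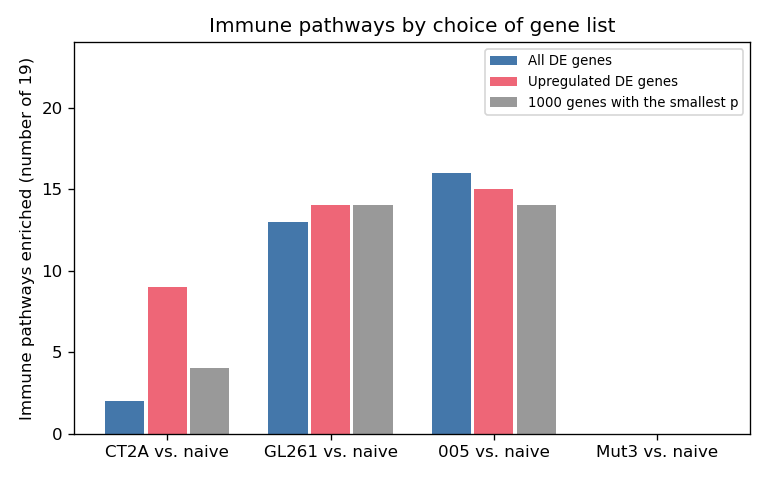
Number of the 19 listed immune pathways enriched in each tumor compared with naïve brain (vertical axis), with bars for all DE genes, the upregulated DE genes and the 1000 genes with the smallest p. CT2A rises from 2 to 9 pathways with the upregulated genes, and Mut3 has 0 under each of the lists.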

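The tumors were also compared with each other by limma's camera test, which sets the mean log2 fold change of a gene set against that of all other tested genes, with adjustment over 62 gene sets. The Immune System set was shifted upward by 0.43 in GL261 and 005 relative to CT2A and Mut3 (adjusted p = 2.24e-05). By pairs of tumors, the shift was 0.67 for GL261 against Mut3 (adjusted p = 1.09e-05), 0.67 for 005 against Mut3 (adjusted p = 4.51e-06) and 0.47 for CT2A against Mut3 (adjusted p = 0.00275). CT2A was lower than GL261 by a shift of −0.20 (adjusted p = 0.182) and than 005 by −0.20 (adjusted p = 0.0902), differences that did not pass the threshold. Some narrower sets did pass. MHC class II genes were lower in CT2A than in GL261 by −3.03 (adjusted p = 8.37e-08) and than in 005 by −2.19 (adjusted p = 1.72e-05). PD-1 signaling was lower by −1.46 (adjusted p = 0.00602) and −1.60 (adjusted p = 1.21e-04), respectively. Interferon-inducible genes were lower in CT2A than in GL261, by −0.78 (adjusted p = 0.0355), but higher than in 005, by 0.76 (adjusted p = 0.00277). Interferon-inducible genes were also higher in GL261 than in 005, by 1.54 (adjusted p = 3.51e-12). For the Immune System set, GL261 and 005 did not differ (adjusted p = 0.985). Relative to naïve brain, the shift of the Immune System set was 0.76 in both GL261 (adjusted p = 2.11e-04) and 005 (adjusted p = 1.92e-05). It was 0.56 in CT2A (adjusted p = 0.0302) and 0.09 in Mut3 (adjusted p = 0.991). Some narrower immune sets did pass in Mut3. Upward shifts were 0.89 for Antigen processing-Cross presentation (adjusted p = 9.98e-04), 2.34 for MHC class I genes (adjusted p = 0.00454), 0.95 for Immunoregulatory interactions (adjusted p = 0.0236) and 1.21 for interferon-inducible genes (adjusted p = 0.0291). Microglia genes were shifted downward, by −1.59 (adjusted p = 0.00562). From the enrichment of immune pathways in the DE genes of GL261 and 005, set against CT2A and Mut3 in Fig. 1e, the paper proposes that GL261 and 005 are the more immunologically active tumors.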

In comparison, DE genes from GL261 and 005 tumors were highly enriched for genes related to immune pathways suggesting that GL261 and 005 are more immunologically active than CT2A and Mut3 tumors (Fig. 1e). 

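Upregulated genes made up 221 of the changed members of the Immune System pathway in CT2A, 231 in GL261, 220 in 005 and 127 in Mut3, which is 29.6%, 30.9%, 29.5% and 17.0% of the pathway. Downregulated members numbered 133 in CT2A, 59 in GL261, 14 in 005 and 139 in Mut3. The median log2 fold change of all members over naïve brain was 0.53 in CT2A, 0.55 in GL261, 0.57 in 005 and 0.16 in Mut3. Among the 108 members of Interferon Signaling, 49 were upregulated in CT2A, 57 in GL261, 47 in 005 and 25 in Mut3.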

Also, high immunogenicity correlates with low vascularity^25^ as can be appreciated from low CD31 expression in 005 and GL261 tumors (Fig. 1d) and these two tumor types elicited more changes in immune response genes as seen from the pathway enrichment analysis (Fig. 1e). We further compared expression levels of immune-cell type-annotated genes as previously described^26^. 

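The genes read from Fig. 1f, 91 in 22 cell type lists, were all in the files, and 69 passed the filter on low counts. Relative to all other tested genes, these markers were shifted upward over naïve brain by 0.72 on the log2 scale in CT2A (adjusted p = 0.0561), by 1.21 in GL261 (adjusted p = 1.36e-04) and by 1.47 in 005 (adjusted p = 5.16e-07). In Mut3 the shift was −0.28 (adjusted p = 0.507, limma's camera test). The alternative that moved the shift the most was at least 10 counts in every sample for GL261, at 0.41, and for 005, at 0.54, and log2(TPM + 1) for CT2A, at 0.35.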

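For each sample, the z-scores of the log2 CPM of the Fig. 1f markers over the 15 samples were averaged. All 91 markers entered, also those that did not pass the filter on low counts. The mean score was −0.531 ± 0.104 in Mut3, −0.343 ± 0.0306 in naïve brain, −0.0349 ± 0.101 in CT2A, 0.306 ± 0.0929 in GL261 and 0.604 ± 0.435 in 005 (SD, n = 3 each). Mut3 scored lower than the other tumors by −0.822 (exact permutation test, two-sided, p = 0.00455, the smallest p that 3 mice against 9 allow). GL261 and 005 together scored 0.738 higher than CT2A and Mut3, with 6 of 6 tumors above all of CT2A and Mut3 (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 against 6 allow). Mice that bear the same line are not independent samples of a class, so this test concerns these lines. The paper made these classes from the same RNA sequencing data, so tests between them here are not independent support for the classes. The T cell score was higher by 1.31 (5 of 6 tumors above; exact permutation test, p = 0.00433, 0.0136 adjusted over 22 lists) and the macrophage score by 0.969 (6 of 6 tumors; exact permutation test, p = 0.00216, adjusted p = 0.0136). The eosinophil score was higher by 0.373, a difference that did not pass the threshold (2 of 6 tumors; exact permutation test, p = 0.225, adjusted p = 0.291). Its mean was 0.687 ± 0.465 in 005, 0.0782 ± 0.271 in CT2A, −0.264 ± 0.0478 in GL261 and −0.402 ± 0.176 in Mut3 (SD, n = 3 each). Fewer than 3 of the 5 eosinophil genes passed the filter on low counts, so the eosinophil score rests mostly on genes with low counts. Of the 22 lists, 10 were higher in GL261 and 005 and 10 were lower in Mut3 at an adjusted p under 0.05. Some of these, such as CD8 T cells, also had fewer than 3 genes that passed the filter.

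**Figure D2:**
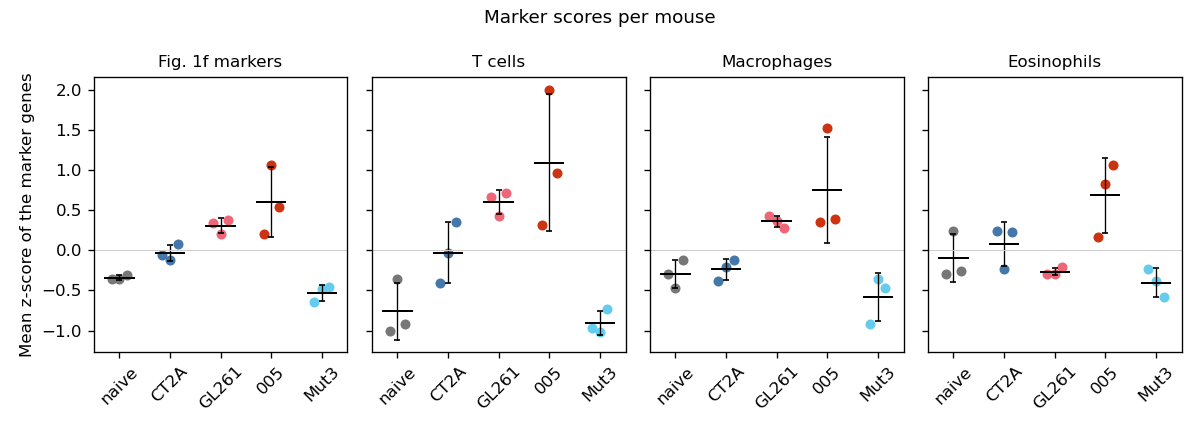
Mean z-score per mouse (vertical axis) of all Fig. 1f markers and of the T cell, macrophage and eosinophil lists, by group, with a point per mouse, a line at the mean and an error bar of 1 SD (n = 3). For all markers, Mut3 lies lowest at −0.531 and 005 highest at 0.604, and GL261 lies below CT2A only for eosinophils.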

Mut3 tumors showed lowest expression of immune-cell related genes while 005 and GL261 tumor types were enriched in immune cells specifically T cells, macrophages and eosinophil related genes (Fig. 1f). These findings reveal that syngeneic GBM mouse tumors have variability in their immune profiles independent of whether tumor lines were generated by chemical mutagenesis or derived from spontaneous tumors.

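Between the lines induced by chemical mutagenesis (CT2A and GL261) and those from spontaneous tumors (005 and Mut3), the Fig. 1f marker score differed by 0.0991 (exact permutation test, two-sided, p = 0.738). In the remaining pairing of the lines, CT2A and 005 against GL261 and Mut3, it differed by 0.397 (exact permutation test, two-sided, p = 0.165). In limma's camera test, which uses all the tested genes, the markers were shifted by 0.36 in the chemically induced lines (adjusted p = 0.0166), by 0.63 in the remaining pairing (adjusted p = 0.00138) and by 1.12 in GL261 and 005 over CT2A and Mut3 (adjusted p = 1.43e-08). The DE genes between chemically induced and spontaneous lines numbered 884 (499 higher and 385 lower in the chemically induced lines), and those in the remaining pairing 1329.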

### Tumor-bearing brains have a substantially different immune cell profile than naïve brain

To extensively characterize the differences in immune profiles, we utilized CyTOF that allows simultaneous staining of cells isolated from tumor tissue/naïve brain with 31 metal-conjugated antibodies^21^. We confirmed CyTOF staining by flow cytometry^27^ and found no difference in proportions of CD4/CD8 and Tim3+ CD4/CD8 T cells in mouse tumor samples (Supplementary Fig. 5). The antibody panel for analyzing mouse tumors by CyTOF includes markers to identify both adaptive and innate immune cells along with activation/inhibition markers (Supplementary Fig. 6A). We first sought to establish differences in immune cell population in the most commonly used GBM mouse model, GL261, tumor-bearing brain in comparison with naïve brain tissue. CyTOF data files were analyzed for FlowSOM clustering as outlined in Supplementary Fig. 6B–D and described in the “Methods” section. FlowSOM run with hierarchical consensus clustering produced optimal immune subset islands when set at seven metaclusters, revealing distinct spatially separated populations of immune cells in naïve brain and tumor-bearing brain (Fig. 2a). As shown previously^19^, resident immune cells in the naïve brain sample had low expression of CD45, low-CD11b expression and high expression of CX3CR1 (Fig. 2b). On the other hand, the heatmap shows that tumor-bearing samples showed higher CD45 expression in all of its populations (Fig. 2c). Interestingly, some populations of infiltrating immune cells in the tumor also showed high levels of CX3CR1 expression (Fig. 2b, c). To define metaclusters, we visualized the individual marker expression levels of the previously defined seven metaclusters in both naïve and tumor-bearing samples (Fig. 2c). Three metaclusters that have low-CD45 expression (metacluster 4–6) that could be microglial subsets were identified. All of these have high CX3CR1 expression^28^: metacluster 4 has high CD11c and CX3CR1, defined as CD11c+ microglia; metacluster 5 has CD115 expression as well, defined as CD115+ microglia. Ly6C expression was seen in metacluster 6, however with low CD45 expression and therefore defined as Ly6C+ microglia/monocytes.

**Fig. 2:**
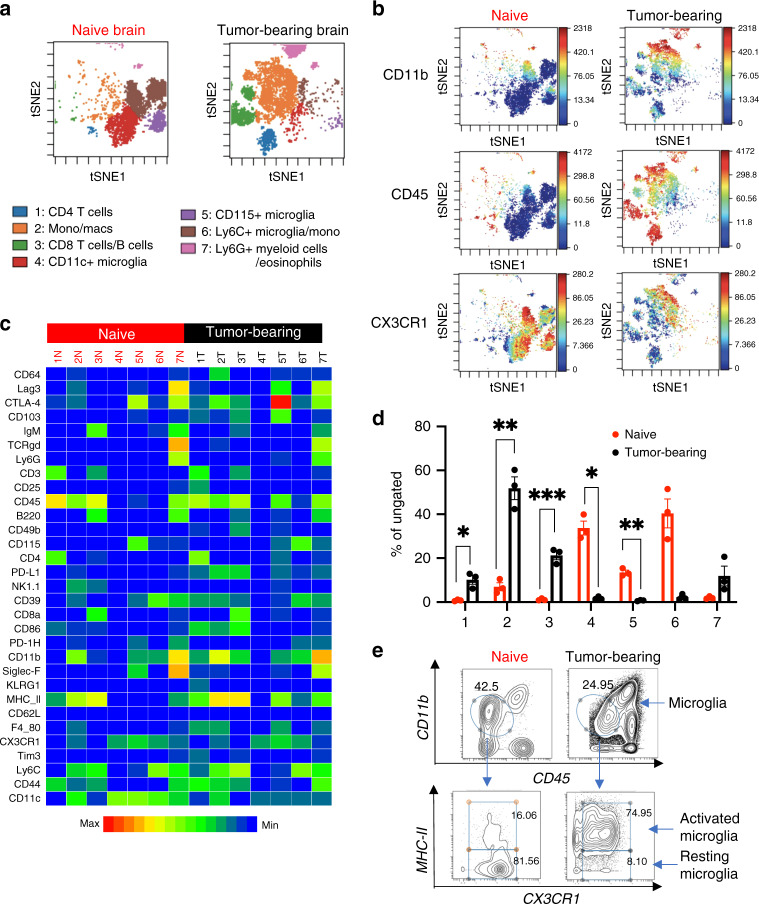
Tumor-bearing brain shows distinct population of infiltrating immune cells. **a** Concatenated FlowSOM analysis of naïve brain vs. tumor-bearing brain showing seven metaclusters (representative plot from two independent experiments with *n* = 3 mice/group). **b** Expression of CD11b, CD45 and CX3CR1 in viSNE clusters of naïve vs. tumor-bearing brain. **c** Heatmap showing expression profile of metaclusters in concatenated samples. **d** Percent population in each metacluster of naïve vs. tumor-bearing brain. Data represented as average ± SE for *n* = 3 mice/group. Data representative of two independent experiments. Two-sided Student’s *t* test with Holm–Sidak corrections for multiple comparisons was applied. *p ≤ 0.05; **p ≤ 0.005; ***p ≤ 0.0007. **e** Representative flow plot of resting and activated microglia in naïve vs. tumor-bearing brain. Microglia was gated as CD11b low/CD45 low which was further gated for MHC-II high/CX3CR1 high (activated microglia) and MHC-II low/CX3CR1 high (resting microglia).

Metacluster 1 (CD4 cells), 2 (macrophages) and 3 (CD8/B cells) showed significantly higher frequency in tumor-bearing sample while metacluster 4 (CD11c+ microglia) and 5 (CD115+ microglia) showed significantly higher frequency in naïve brain samples (Fig. 2d). Macrophage/monocytes (metacluster 2) constitute the highest frequency of immune cells in the tumor-bearing tissue in accordance with patient data^29,30^. On the other hand, bulk of immune cells in naïve brain belong to cluster 4 and 6 representing different microglial subpopulations. A few microglial cells present in the tumor-bearing sample showed higher expression level of MHCII and CD45 levels as compared to microglial cells in the naïve brain (Fig. 2c). We used biaxial gating to define microglial cells as CD11b mid/CD45 low followed by gating on MHCII and CX3CR1 to identify resting and activated microglia (Fig. 2e)^31,32^. To check whether other tumor types also have the same trend for activated and resting microglial cells, we performed similar analysis on all the 4 different tumor types (Supplementary Fig. 7). Each tumor type had <10% of resting microglia in comparison to >50% in naïve brain. Conversely, naïve brain has <10% of activated microglia and all tumors had between 35 and 55% activated microglial cells. Tumor-bearing brain has a majority of infiltrating immune cells and few microglial cells. These few microglial cells also have an activated phenotype (Supplementary Fig. 7). These findings reveal that the immune-phenotype of a tumor-bearing brain is in stark contrast with the naïve brain^19^ thus allowing us to assess differences in immune phenotypes in syngeneic mouse models.

### Baseline immune profiling of different syngeneic mouse GBM models

Next, to compare the immune profiles of 4 different syngeneic mouse models, we applied a similar analysis workflow as described above and ran a flowSOM analysis with 25 clusters. As the number of TIICs isolated from various tumor models was quite different with variability in the CD45+ population, we therefore focused our study on the composition of the TIICs rather than absolute cell numbers. All samples of the same tumor type were concatenated after FlowSOM analysis and individual marker expression was used to define 21 distinct populations(Fig. 3a). A small population of cells was left undefined (called unknown) due to lack of population defining marker expression. CT2A had fewer activated (CD45 low CD11b low CX3CR1+ MHCII+) and resting microglia (CD45 low CD11b low CX3CR1+ MHCII−) than 005 tumors (Fig. 3b). GL261 tumors had higher frequency of activated microglia than CT2A tumors (Fig. 3b). For the innate immune cell populations, Mut 3 tumors had less than half the frequency of resident macrophages (CD11b+ F4/80+ CD64+ Ly6C−) than CT2A tumors (Fig. 3c). Furthermore, Mut 3 had significantly fewer SiglecF+ macrophages (SiglecF+ CD11b+ MHCII+ F4/80+) and type A DCs (CD11c++ CD11b+ MHCII−) than 005 tumors (Fig. 3c).

**Fig. 3:**
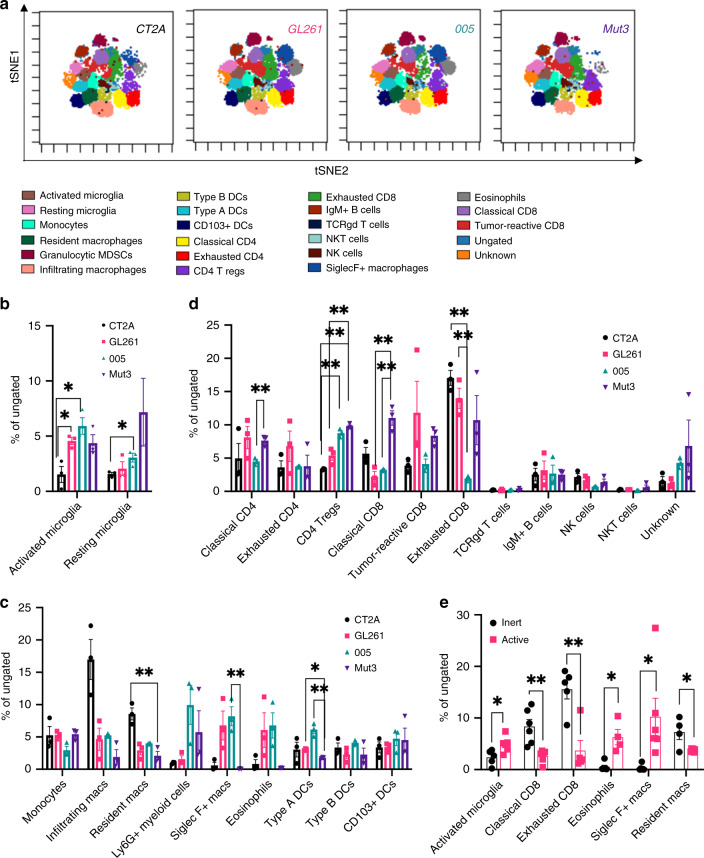
FlowSOM analysis on immune cells in syngeneic mouse tumors. **a** Concatenated FlowSOM plot of different syngeneic tumor mouse models showing various populations defined based on expression analysis. Major markers used for defining clusters are activated microglia (CD45 low CD11b low CX3CR1+ MHCII+), resting microglia (CD45 low CD11b low CX3CR1+ MHCII−), monocytes (CD11b+ F4/80− CD64+ CX3CR1+ CD11c−), resident macrophages (CD11b+ F4/80+ CD64+ Ly6C−), Ly6G+ myeloid cells (Ly6G+ Ly6C+ CD11b+), infiltrating macrophages (CD11b+ F4/80+ CD64+ Ly6C+), Type B DCs (CD11c++ CD11b+ MHCII+), Type A DCs (CD11c++ CD11b+ MHCII−), CD103+ DCs (CD103+ CD11c+), classical CD4 (CD3+ CD4+ CD44+ MHCII+ Tim3− Lag3− CD25−), exhausted CD4 (CD3+ CD4+ Tim3+ Lag3+), CD4 T regs (CD4+ CD25+ KLRG1+ CD103+), exhausted CD8 (CD39+ Tim3+ Lag3+ CD8+), IgM+ B cells (B220+ IgM+), TCRgd T cells (TCRgd+ CD3+), NKT cells, (NK1.1+ CD49b+ CD3+ CD8+), NK cells (NK1.1+ CD49b+ CD3−), SiglecF+ Macrophages (SiglecF+ CD11b+ MHCII+ F4/80+), eosinophils (SiglecF+ CD11b+ MHCII−), classical CD8 (CD3+ CD8+ CD44+ MHCII+ Tim3− Lag3− CD25−), tumor-reactive CD8 (CD39+ CD103+ CD8+). **b**–**d** Abundance analysis on microglial clusters, innate immune cells, and adaptive immune cells in four tumor types as defined in **a**. Data represented as average ± SE for *n* = 3 mice/group; Representative data from two independent experiments. **e** Tumors were classified into immunologically active (GL261 and 005) and immunologically silent (CT2A and Mut3) based on RNAseq analysis. FlowSOM analysis was performed followed by abundance analysis. Populations that were significantly different were plotted. Data is represented as average ± SE for each cluster characterized. Two-sided Student’s *t* test with Holm–Sidak corrections for multiple comparisons was applied. *p ≤ 0.05; **p ≤ 0.005.

T cells make an important component of the antitumor immune cell brigade. We identified three subsets of CD4 T cells: classical CD4 (CD3+ CD4+ CD44+ MHCII+ Tim3− Lag3− CD25−), exhausted CD4 (CD3+ CD4+ Tim3+ Lag3+) and CD4 T regs (CD4+ CD25+ KLRG1+ CD103+). Interestingly, there was similar frequency of exhausted CD4 T cells in all tumor types (Fig. 3d). Mut3 tumors had more classical CD4 T cells than 005 tumors. Mut3 also had significantly more regulatory T cells than other tumors tested (Fig. 3d). We also identified three CD8 T cell subsets: exhausted CD8 (CD39+ Tim3+ Lag3+ CD8+), classical CD8 (CD3+ CD8+ CD44+ MHCII+ Tim3− Lag3− CD25−) and tumor-reactive CD8 (CD39+ CD103+ CD8+). Mut3 tumors also had a higher frequency of classical CD8 T cells than GL261 and 005 tumors, while CT2A had the highest exhausted CD8 T cell frequencies (Fig. 3d).

We also confirmed population clustering by utilizing the more traditional and complementary data processing approaches on GL261 tumors: SPADE and viSNE. SPADE clusters phenotypically similar cells in a hierarchy^33^. We first assessed the expression of markers that are commonly used to define various myeloid and lymphoid immune-cell populations as two-dimensional dot plots and their expression on the SPADE plot (Supplementary Fig. 8). The two subsets of T cells: CD4 (CD45+ CD4+) and CD8 cells (CD8+ CD45+) diverge from a common node and form distinct clusters. Similarly, IgM+ B cells (B220+ IgM+), NK cells (NK1.1+ CD49b+), monocytes/macrophages (CD11b+ CD64+), SiglecF+ myeloid cells (SiglecF+ CD45+), Ly6G+ myeloid cells (Ly6G+ CD11b+) and dendritic cells (MHCII+ CD11c+) form distinct clusters on the SPADE plot. Microglia cells were gated as CX3CR1+ CD45 low in the biaxial dot plot and these formed a cluster that had a low-CD11b expression as can be seen on the SPADE plot.

Expression of various markers in GL261 tumors (Supplementary Fig. 5A) were mapped on viSNE plot (Supplementary Fig. 9). Most markers form distinct clusters based on their expression level. When CD39 expression was compared on viSNE plots of concatenated files for each tumor type (Supplementary Fig. 10A), all tumor samples showed high CD39 expression that mapped to CD4 and CD8 T cells (Supplementary Fig. 9). CD39 is an ecto-ATPase that inhibits immune responses and CT2A tumors have the overall highest mean CD39 expression level, specifically in CD8 T cells (Supplementary Fig. 10B, C).

Next, we evaluated CD4 and CD8 T cells for expression of various activation and inhibition markers (Supplementary Fig. 11A, B). GL261 tumors showed the lowest frequency of KLRG1+ cells and CD25+ cells of the CD4 subset (Supplementary Fig. 11A), whereas 70–80% of CD8 T cells in CT2A were positive for Lag3 and Tim3, markers of dysfunctional T cells in comparison to the other tumor types analyzed (Supplementary Fig. 11A). Also, the percentage of PD-1H+CD4+ was higher than PD-1H+ CD8+ T cells in all tumor types as previously reported^34^.

To quantify various immune-cell populations, we performed correlative IHC (Supplementary Fig. 12). CT2A tumors showed fewer total CD3+ T cells as compared to GL261 and 005 tumors. Mut3 tumors had fewer CD4 and CD8 T cells than GL261 tumors. The number of Foxp3+ cells was more than CD4 T cells suggesting that Foxp3 is expressed in other cell populations, possibly CD8 T cells, as well. These findings correlate with lowest percentage of KLRG1+ CD4+ T cells in GL261 tumors (Supplementary Fig. 11A). CD68+ macrophages showed similar frequencies in all the four tumor types. 005 tumors had the highest number of Iba-1+ cells that scores for microglia. Overall, CT2A and Mut3 tumor types have higher frequencies of inhibitory and exhausted immune cells in the tumor microenvironment with CT2A showing fewer total T cells, high levels of CD39, fewer activated microglia and exhausted CD8 T cells, while Mut3 had fewer CD4/CD8 T cells characterized by higher frequency of regulatory CD4 T cells and fewer type A DCs.

### Immunologically inert tumors have an immune-suppressive phenotype

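Between GL261 and 005 on one side and CT2A and Mut3 on the other, 2959 genes were DE, 2209 of them higher and 750 lower in GL261 and 005. With at least 10 counts required in every sample, the alternative that moved this number the most, 1233 were DE. Ubd, a ubiquitin-like modifier gene (ENSMUSG00000035186, chromosome 17 from 37193892 to 37196095), was higher by a log2 fold change of 4.70 (standard error 0.68, adjusted p = 9.70e-04). Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031) was higher by 4.04 (standard error 0.54, adjusted p = 6.06e-04), a value that is uncertain because the counting could split reads among members of its gene family. Capn6, a calpain gene (ENSMUSG00000067276, chromosome X from 143802231 to 143827414), was lower, with a log2 fold change of −4.38 (standard error 0.38, adjusted p = 2.03e-05). GL261 and 005 also scored 0.946 higher for neuron and oligodendrocyte genes (exact permutation test, two-sided, p = 0.0238), so the compared tumors differed in brain transcripts as well.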

Based on RNA sequencing data (Fig. 1d), we classified CT2A and Mut3 tumor samples as immunologically inert and GL261 and 005 tumors as immune-active tumors. Abundance analysis was performed on combined samples for immunologically inert and active tumors (Fig. 3e, Supplementary Fig. 13A). Immunologically active tumors showed lower proportions of exhausted CD8 T cells, classical CD8 T Cells and resident macrophages and higher proportions of eosinophils, SiglecF+ macrophages and activated microglia (Fig. 3e). When proportions of activated and suppressive markers in CD4 and CD8+ T cell population were compared, immunologically active tumors had fewer Tim3+ and CD39+ CD8 T cells (Supplementary Fig. 13B, C). In CD4+ T cell subset, PD-1H+ T cells (exhausted T cells) were fewer in immunologically active tumors, while CD103+ CD4+ T cells (resident memory T cells) were higher in immunologically active tumors. These data, together with RNA seq data, indicate that immunologically inert tumors have fewer infiltrating immune cells and the phenotype of these cells is suppressive.

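In the RNA sequencing data, Ptprc, which encodes the leukocyte antigen CD45 (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708), was at 2.71 ± 1.54 CPM in naïve brain, 31.4 ± 10.3 in CT2A, 56.8 ± 25.4 in GL261 and 7.58 ± 4.68 in Mut3 (SD, n = 3 each). The 005 tumors ranged widely, with 46.2, 261 and 50.1 CPM in replicates 1, 2 and 3. Ptprc was higher in GL261 and 005 than in CT2A and Mut3 by a log2 fold change of 2.41 (standard error 0.49, adjusted p = 0.00555). By pairs, CT2A did not differ from GL261 (log2 fold change −0.85, adjusted p = 0.455) or from 005 (−1.92, adjusted p = 0.112), whereas GL261 exceeded Mut3 by 2.89 (adjusted p = 0.0148) in edgeR's quasi-likelihood test. Cd8a (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173) was higher in GL261 and 005 by 2.43 (standard error 0.49, adjusted p = 0.00494). The MHC class II gene H2-Aa (ENSMUSG00000036594, chromosome 17 from 34282744 to 34287823) was at 44.1 ± 5.55 CPM in naïve brain, 211 ± 62.0 in CT2A, 2604 ± 1525 in GL261, 1759 ± 1782 in 005 and 208.5 ± 194 in Mut3 (SD, n = 3 each). It was higher in GL261 and 005 by 3.35 (standard error 0.56, adjusted p = 0.00202). Exhaustion markers as a set were also higher in GL261 and 005, by a shift of 1.16 (limma's camera test, adjusted p = 0.0120). Their score was higher by 0.915, which did not pass after adjustment over 51 comparisons (exact permutation test, adjusted p = 0.132). RNA of whole tumors does not separate the number of immune cells from their phenotype.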

### Resection invigorates an anti-tumor immune response

As tumor debulking is the first line of treatment for GBM patients, we explored whether surgical intervention in mouse GBM tumors would result in a differential immune response. We assessed the immune phenotype of an immunologically inert CT2A tumor 4 days post tumor-resection in comparison to an unresected tumor. CT2A tumors were superficially implanted in cranial window of C57BL/6 mice (Fig. 4a). Tumor growth was tracked by bioluminescent imaging (Fig. 4b) and 14 days post-tumor implantation, fluorescent-guided tumor resection was performed and tumors were harvested 4 days post-resection. FlowSOM cluster analysis on concatenated resected samples showed an increase in T cells and activated microglia post-tumor resection (Fig. 4c). Comparative abundance analysis of the frequencies of broad immune populations showed an increase in activated microglia, CD4+ and CD8+ T cells, and SiglecF+ macrophages with a concomitant decrease in frequencies of resting microglia and resident macrophages (Fig. 4d, Supplementary Fig. 14).

**Fig. 4:**
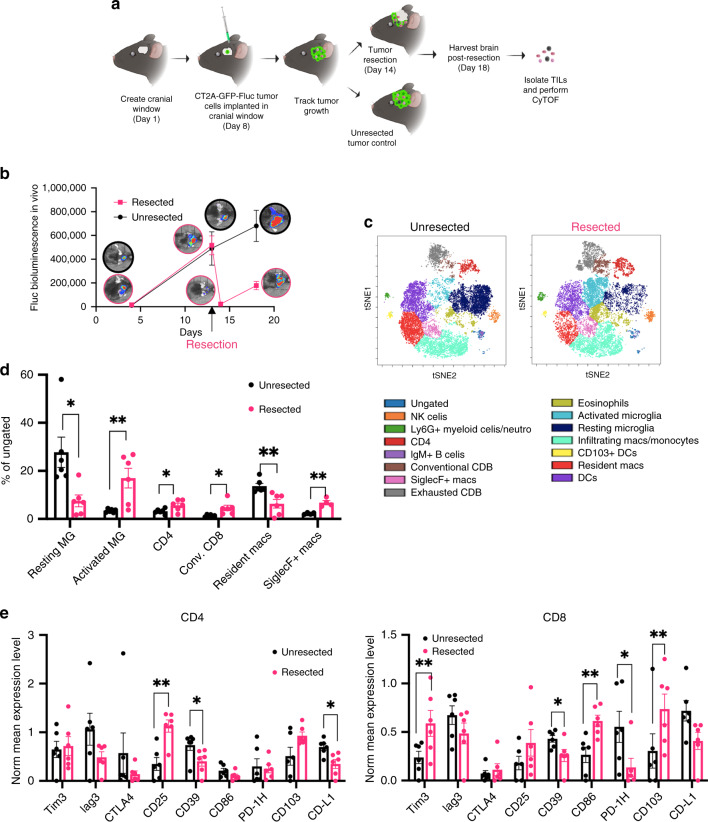
Tumor resection invigorates an anti-tumor immune response. **a** Schematic of the experimental plan. **b** C57Bl/6 mice were implanted with 2 × 10^5^ CT2A tumor cells in the cranial window. On day 14, tumors were resected using fluorescent guided microscopy. Tumor volume was monitored using bioluminescent imaging and plotted against time. Data represents average ± SE. *n* = 6 mice/group for two independent experiments. **c** FlowSOM analysis of tumor tissue collected 4 days post tumor-resection or unresected CT2A showing various populations defined based on expression analysis on various clusters. Populations were defined as following: NK cells (NK1.1+, CD49b+), Ly6G+ myeloid cells/neutrophils (Ly6C+/Ly6C+/CD11b+/CD45+), CD4+ (CD3+/CD4+/CD45+), IgM+ B cells (B220+ IgM+), Conventional CD8+ (CD3+/CD8+/CD45+), SiglecF+ macs (SiglecF+ CD45+ MHC-II+) exhausted CD8 (CD39+ Tim3+ Lag3+ CD8+), eosinophils (SiglecF+ CD45+ MHCII-ve), resting microglia (CD11b low/CD45 low/MHCII low), activated microglia (CD11b low/CD45 low/MHCII high), infiltrating macrophages/monocytes (CD11b+ F4/80+ CD64+ Ly6C+), CD103+ DCs (CD103+ CD11c+), DCs (CD11c+ MHCII+). **d** % of cells for populations showing significant differences were plotted as average ± SE (*n* = 6 mice/group, representative plot from two independent experiments). **e** Normalized mean expression values for various activation/inhibition markers in CD4 and CD8 T-cell populations in resected and unresected tumor samples were plotted as average ± SE (*n* = 6 mice/group, representative plot from two independent experiments). Two-sided Student’s *t* test with Holm–Sidak corrections for multiple comparisons was applied. *p ≤ 0.05; **p ≤ 0.005. **a** was created by authors using biorender tools (biorender.com).

Mean expression levels of CD39, an inhibitory marker, revealed a reduction in both CD4 and CD8 T cells (Fig. 4e). Similarly, there was a reduction in PD-1H expression in CD8 T cells and an increase in CD103 and Tim3 post-resection. Previous studies have shown that Tim3 is upregulated on short-lived effector T cells^35^ and CD103 is also a marker for tumor-reactive CD8 T cells. We observed lower PD-L1 and higher CD25 expression levels in CD4 T cells post-tumor resection (Fig. 4e). These data suggest that tumor resection removes GBM tumor core that has suppressive immune cells while concomitantly promoting infiltration of new immune cells that have an activated phenotype.

### Tumor infiltrating immune cell profiling of GBM patients resembles 005 tumors

In order to recapitulate clinical findings for immune-modulatory therapies, the baseline immune profile of syngeneic mouse models should be similar to that of untreated patients. We compared the immune profile of our syngeneic mouse models with patient tumor immune profile. Clinical pathology report on tissue harvested from WHO grade-IV GBM patients indicated that all the tumors had an IDH-WT genotype with equal representation of MGMT methylated and non-methylated. Patient-derived GBM samples showed a high proportion of antigen presenting cells amounting to a total of 60% that include resting and activated microglia, infiltrating, and resident monocytes/macrophages (Fig. 5a, b; Supplementary Fig. 15). Very few B cells and NK cells and a total of 20% T cells were present in GBM patient samples. Statistical analysis performed to compare each of the mouse tumor model to patient immune-phenotyping data revealed the presence of significantly fewer dendritic cells in patient samples as compared to any of the mouse tumor models (Fig. 5b). However, regulatory CD4 T cells frequencies were quite similar in mouse models and GBM patient samples. We identified CD103+ CD8 T cells, defined as tissue-resident memory T cells^36,37^ in patient GBM samples (Fig. 5b) and tested the composition of matched patient blood for T-cell subsets. Performing FlowSOM analysis and comparing GBM tumor tissue, matched blood from patients and healthy donors showed distinct clusters present in the tumor tissue as compared to blood samples that corresponded to microglia, resident macrophages and eosinophils (Supplementary Fig. 16A). Abundance analysis of CD3+ T cells revealed that tumors had half the frequency of CD4 T cells than patient blood and CD4 T cells constituted almost 75% of the T cells in the blood of healthy donors as previously reported^38^. Furthermore, tumor infiltrating T cells had higher CD103+ CD8 T cells than found in blood of GBM patients (Supplementary Fig. 16B). These data indicate that the TIIC phenotype of GBM patients substantially varies from blood lymphocytes of these patients. To test which mouse tumor model resembles patient data most closely, we calculated the Spearman’s rank correlation coefficient between patient data and each of the mouse tumor models that showed highest correlation was found in the 005 mouse tumor model and the lowest in the and CT2A tumor model (Fig. 5c). 005 tumor model might serve as a good preclinical model as it most closely resembles the immune-phenotypic signature of GBM patients.

**Fig. 5:**
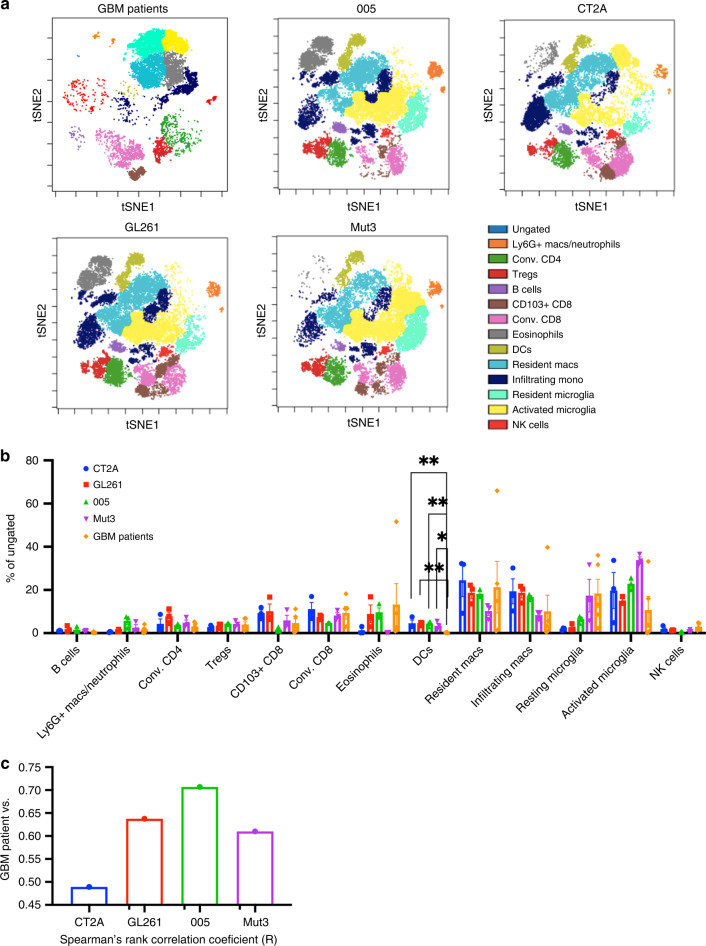
Patient tumor profile closely matches 005 mouse tumor. **a** Population analysis of cells isolated from tumor tissue excised during surgery from GBM patients and mouse tumor samples as previously described. Murine populations were defined as following: B cells (B220+ CD45+), Ly6G+ Macs/Neutrophil (Ly6C+ Ly6G+ CD11b+ CD45+), conventional CD4 (CD3+ CD4+ Tim3− Lag3− CD25− CD45+), regulatory T cells (CD4+ CD25+ KLRG1+ CD103+), CD103+ CD8 (CD3+ CD45+ CD8+ CD103+), conventional CD8+ (CD3+ CD8+ CD45+), eosinophils (SiglecF+ CD11b+ MHCII−), DCs (CD11c+ CD64+ CD86+ MHCII+ CD45+), resident macrophages (CD45+ CD11b+ MHCII+ Ly6C−), infiltrating macrophages (CD45+ CD11b+ MHCII+ Ly6C+), resting microglia (CD11b low CD45 low MHC-II low), activated microglia (CD11b low CD45 low MHC-II high), NK cells (NK1.1+ CD49b+). GBM patient populations were defined as B cells (CD19+ CD20+), Ly6G+ Macs/Neutrophil (CD15, CD66b), conventional CD4 (CD3+ CD4+ CD25− CTLA4−), regulatory T cells (CD4+ CD25+ CTLA4+) CD103+ CD8 (CD3+ CD45+ CD8+ CD103+), conventional CD8+ (CD3+ CD8+ CD45+), eosinophils (Siglec8+, CD68+), DCs (CD11c++ MHCII++ CD45+), resident macrophages (CD45+ CD11b+ CD14+ CD68+ CD172ab+ CCR2−), infiltrating macrophages (CD45+ CD11b+ CD14+ CD68+ CD172ab+ CCR2+), resting microglia (CD11b low CD45 low MHC-II low), activated microglia (CD11b low CD45 low MHC-II high), NK cells (NKp30+, CD16+). **b** Abundance analysis plotted as % of cells for populations defined in **a**. Data represented as average ± SE (*n* = 3 mice/group and five patient samples/group; two independent experiments). Two-sided Student’s *t* test with Holm–Sidak corrections for multiple comparisons was applied. *p ≤ 0.05, **p ≤ 0.005. **c** Spearman’s rank correlation coefficient (R) was calculated for GBM patients with each of the mouse tumor models for *n* = 3 mice/group and five patient samples. Data representative of two independent experiments.

## Discussion

In this study, we identified various specific immune cell populations in the highly malignant brain tumor microenvironment by combining the power of RNA sequencing and CyTOF. Our findings show differences in immune-cell subsets in four syngeneic mouse tumor models allowing us to identify immunologically inert and active tumor types. CyTOF analysis revealed that the identity of immune cells and their activation status was different in the immunologically active vs. inert tumors. Finally, we show that immunologically inert GBM tumors in mice can be activated by surgical intervention, a standard of care procedure for GBM patients.

GBM xenograft models play a crucial role in evaluating efficacy and toxicity of new therapeutic drugs that directly inhibit tumor cell proliferation and survival. However, patient derived cells do not develop into tumors in immunocompetent mice and therefore are not suitable for studying the efficacy of any treatment modality that involves participation of immune cells. Immune-based therapies are showing promising results for many tumor types while assessing their efficacy for GBM is still in its infancy^2,3^. To further our understanding of the immune response to the tumor and test different combinations of treatment in vivo, currently available syngeneic mouse GBM models provide a critical preclinical resource. Orthotopic syngeneic mouse GBM can be transplanted in immune-competent mice to generate tumors^39^. In this study, we used syngeneic imageable murine tumors which can be readily established and are highly reproducible. We utilized tumor cells from two chemically induced tumor models, CT2A and GL261, and three GEMM-derived cell lines, 005, Mut3, and Mut4 that are genetically distinct. These models, with the exception of Mut4, could form tumors when implanted intracranially in mice. Mice reached end-stage and showed neurological symptoms at varying time points post-implantation of different GBM lines.

With the advent of immunotherapy, it is essential to understand the various components of the tumor micro-environment of which both adaptive and innate immune cells are important players. Current approaches for evaluation of brain tumors is IHC where only 2–3 markers can be stained at the same time. RNA sequencing analysis of the bulk tumor tissue is common with the caveat that cellular identities cannot be defined^40^. Single-cell RNA sequencing is an alternative; however, cost and time are limiting factors. Flow cytometry with isolated TIICs is the most reliable method for immune-phenotyping and has been used frequently for identifying immune cell populations and their activation status. One of the major limitations with studying immune-cell subsets in brain tumors by regular flow cytometry is the limited number of fluorescent channels that can be analyzed at a time that gets further complicated by compensation issues resulting in multiple separate antibody cocktails^41^. As the number of TIICs isolated from the brain is low which limits the ability of flow cytometry to phenotype, CyTOF provides an excellent alternative as a large number of immune-cell population defining markers can be analyzed simultaneous, without any drop off in signal sensitivity^21^. We for the first time combined CyTOF and the more classical approaches of RNA sequencing and IHC to compare syngeneic mouse GBM tumors and provided a comprehensive overview of differences in TIIC phenotype and abundance.

Presence of immune cells in the naïve brain and their phenotype has been recently identified^42^, however a comparison of immune cells present in the naïve brain versus tumor-bearing brain has not been explored. Our FlowSOM metacluster analysis showed that not only the infiltrating lymphocytes in the tumor-bearing mice cluster separately, but the phenotype of the existing immune cells in the brain, i.e., the microglia change significantly. Naïve brain has resting microglia while microglia in tumor-bearing brain develop an activated phenotype with an upregulation in their MHC-II expression, which is a marker of activation under inflammatory conditions^31^.

Similar to GBM patients, our mouse models also have more than half of their TIIC constituted of TAMs while T cells are the major lymphoid cell population^43,44^. Tumor reactive CD39+ CD103+ CD8+ T cells were previously identified in ovarian, rectal, and melanoma patients, and correlated with increased overall survival^45^. We found this population in our syngeneic mouse models with the highest frequency in the GL261 mouse model. Their implication and function in mouse models and patients of GBM needs to be further analyzed.

One key difference that we found between the immune active and silent tumors is eosinophils. Tumor-associated eosinophilia have been associated with many human cancers, including GBM where eosinophilia is correlated with necrosis^46^. Eosinophils play an important role in various phases of GBM tumor growth: inhibiting initiation of GBM, triggering antitumor response during tumor promotion and slowing down progression^47^. Pretreatment eosinophil numbers act as a prognostic biomarker for survival^48^ and a recent study in GBM patients showed that temozolomide treatment post-surgery induced eosinophilia and it was associated with improved survival^49^. Eosinophils also enhance T-cell homing and their role in macrophage polarization has been identified^50^. Our data indicate that mouse tumors with a lower frequency of eosinophils have an overall immune-suppressive microenvironment^37,51,52^. As we begin to understand the immune-regulatory role of eosinophils in other diseased conditions, their immune-modulatory functions in the context of GBMs need to be defined.

Tumor resection is the primary intervention for GBM patients before any other therapy is administered. Thus, it is imperative to understand the consequences of resection on immune-phenotype of the tumor to optimally administer different modalities of immune-therapy that would further modulate the immune response. Our data indicate that tumor resection in an otherwise immunologically silent tumor model, CT2A, results in an increase in T cells and SiglecF+ macrophage infiltration, while resident macrophages decline. Our data also indicate that recruited T cells post-tumor resection also have a more activated phenotype as has been previously reported in other tumor models^53,54^. Interestingly, immunologically active tumor types are comprised of more activated microglia and SiglecF+ macrophages along with fewer resident macrophages (Fig. 3e); suggesting that immune profile of an immunologically inert CT2A tumor post-resection correlates with that of an immunologically active tumor type. The focus of immune therapy approaches would need a paradigm shift to accommodate the modulated immune response which is more activated post-surgical intervention.

Finally, we compared GBM patient data to identify which of the GBM mouse models utilized in this study would reflect patient data most closely. Microglia frequency in GBM patients was between 30 and 50%, which corroborates with published literature^55^. Relative frequencies of T cells and macrophages infiltrating the tumor dictate the efficacy of various immune-modulatory therapies^56^ and a close resemblance in preclinical mouse models could better predict response to immunotherapy in patients. Although GL261 is widely used in preclinical studies, these tumor-bearing mice have significantly fewer APCs and more T cells than GBM patients that are usually suppressive in nature. This immune-phenotype could be a factor contributing to better efficacy of treatment modalities that target T-cell populations in GL261 in comparison to other mouse models^12^. In this study, we report a plethora of immune-phenotypic data that can be utilized to make better choices of the mouse model to be used for testing various antitumor therapies. We report higher frequency of Ly6C+ macrophages in CT2A that mediate efferocytosis and cross presentation of antigens that can explain why CT2A responds better to vaccination with autologous lysate, as compared to GL261 tumors^57^.

Interestingly, tumor growth rate does not correlate with immune-suppressive or immune-inertness of the syngeneic mouse models tested. Mut3 is the slowest growing tumor model and takes the longest to reach end-stage, however based on Spearman’s correlation co-efficient, it does not match well with the patient sample. Thus, 005 might serve as a better mouse model when immune modulatory therapies are to be tested. As all of our GBM patient samples are wildtype WHO grade-IV glioma, comparison of immune phenotypes of mouse models with patient samples from other GBM subtypes might yield different results.

We also phenotyped GBM tumor tissue with matched patient blood and included healthy donor blood for comparison. We observed that tumors have drastically different immune cell profile as compared to blood from patients or healthy donors and our findings are in concordance with the previous studies^38^. Furthermore, T cell subset analysis shows higher levels of CD8 T cells are more in the tumor, with respect to matched blood. Also, and CD103+ CD8 T cells are exclusively present in the tumor. CD103+ T cells define resident memory T cells that directly control tumor growth and presence of CD103+ CD8 T cells has been shown to correlate with better clinical outcome in lung, ovarian, cervical and breast cancer^58–60^. A deeper understanding of the role of CD103+ CD8 T cells and its effect on clinical outcome in GBM patients can significantly benefit patient survival.

We conclude that the mouse tumor model used in preclinical studies to test different immune based therapies should be carefully considered as their baseline immune state is variable. Further, for solid tumors like GBM where resection is the first line of treatment, testing efficacy of immune-modulators on resected mouse model will be more clinically relevant as resection itself enhances immune activation and may in fact be supportive for the immunotherapy being tested.

## Methods

### Cell lines and cell culture: mouse tumor cell lines

CT2A and GL261 were cultured in Dulbecco’s modified Eagle’s medium (DMEM; GIBCO) supplemented with 10% fetal calf serum (Valley Biomedical Inc.) and 1% penicillin/streptomycin (Invitrogen). 005-GFP, Mut3 and Mut4 cells were cultured in 1:1 neurobasal medium (GIBCO) supplemented with 1% penicillin/streptomycin (Invitrogen), 1% N_2_ supplement, 2 µg/ml heparin (sigma), B27(Invitrogen/ GIBCO), 20 ng/mL of human EGF (R&D Systems), and 20 ng/mL of human FGF-2 (fibroblast growth factor; PeproTech).

### Engineering tumor cells

GFP-Firefly luciferase-puromycin was inserted into Retroviral vector MSCV and virus packaged along with pCL-Eco using lipofectamine 3000 (thermofisher scientific). Viral supernatant was used to infect CT2A, GL261, Mut3, and 005-GFP tumor cells. For 005 GFP tumor cells, cells were selected with 5 µg/ml puromycin. For CT2A, GL261, and Mut3, GFP-positive cells were sorted on BD Biosciences LSRFortessa. Fluc activity was confirmed by plating titrating cell numbers with 0.1 mg/ml luciferin on a luminometer at 0.5 s/well. These cell lines were used for all in vivo experiments.

### Establishing syngeneic mice tumors and in vivo imaging

Six to eight-week-old C57BL/6 (Charles river laboratories) were anaesthetized and immobilized on a stereotactic frame. Totally, 1 × 10^5^ cells for CT2A, GL261, and 005 GFP-Fluc lines and 5 × 10^5^ Mut3 tumor cells in 4 µl phosphate-buffered saline (PBS) were implanted 2 mm deep, 2.5 mm lateral from bregma, and 2.5 mm ventral from dura in the right hemisphere. Mice were injected with luciferin i.p and imaged for Fluc activity once weekly. On reaching endpoint, mice were perfused, and brains were harvested for downstream processing. All in vivo procedures were approved by the BWH Institutional Animal Care and Use Committee.

### Mouse GBM surgical resection

Cranial windows were created by removing a small portion of around 5 mm diameter of the skull in anesthetized C57Bl/6 mice. Seven days later, 2 × 10^5^ CT2A-GFP Fluc cells were superficially implanted in the cranial window 2.5 mm lateral from the bregma and 0.7 mm deep. Tumor growth was checked by bioluminescent imaging every 3 days. For fluorescence-guided resection, anaesthetized mice were immobilized and superficial tumor was exposed under Leica surgical microscope. Fluorescent tumor was resected to reduce the tumor volume. Bleeding was controlled by applying pressure with cotton swab. The wound was copiously irrigated with PBS and the skin was closed by suturing. Pre- and post-resection tumor burdens were analyzed by bioluminescent imaging. Four days later, tumors were harvested.

### Western blotting

Cells were washed with 1× PBS and lysed with lysis buffer (NP-40 (Sigma) supplemented with phosphatase (Sigma) and protease inhibitors (Roche) on ice and incubated for 15 min. For preparing tissue lysates, end-stage tumors were isolated and homogenized with lysis buffer. Cell/tissue lysates were clarified by centrifugation and supernatant was used to determine protein concentration. Totally, 10–30 µg of protein was resolved on sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred to a polyvinylidene difluoride membrane. P53 (CST), PTEN (CST), p-AKT (CST), AKT (CST), and vinculin antibodies were used followed by horseradish peroxidase (HRP)-conjugated secondary antibody for chemiluminescent detection.

### Mice brain tissue harvest

Mice were extensively perfused with 30 ml of PBS by cardiac puncture. The fluid coming out of the mouse started to run clear and the changes in the color of the liver were suggestive of a good perfusion^61^. For mice harvested for IHC, they were further perfused with 20 ml of 4% paraformaldehyde (PFA). Fixation tremors were observed followed by body hardening that are a true indicator of successful perfusion. Brains were harvested and processed immediately for CyTOF, stored in RNAlater for RNA isolation or cryo-preserved for IHC.

### GBM patient samples

The brain tumor samples were collected under 10–417, an institutional banking IRB approved protocol. The samples were distributed under tissue sub usage protocol approval. All patients undergoing a brain tumor surgery at the Brigham are open to this banking protocol at the time of surgery. The IRB is approved by the DF/HCC IRB and signed consent was obtained from all patients. Freshly isolated tumor tissue was harvested and immediately processed within an hour of surgery. Totally, 10 ml blood was separately collected from these patients at the time of surgery and was processed with the tumor tissue. In parallel, tissue sample was genotyped. All the 5 samples obtained were WHO grade IV GBM that were IDH1 WT with a mix of MGMT methylated and unmethylated status. Two patients had EGFR amplification, four had PTEN loss, three patients showed CDKNA2 loss, and one showed TP53 loss on genetic screening.

### Tissue processing and histochemistry

Brains were harvested as described above. Brains were transferred to 30% sucrose from PFA and then sectioned on a cryostat. Totally, 8 μM sections were rehydrated in water and stained with hematoxylin (Richard Allan scientific) for 1 min. The stained slides were washed under tap water for 5 min followed by counter staining with Eosin Y (Sigma) for 30 s. Slides were gradually dehydrated in 95% ethanol (twice, for 1 min each) and then 100% ethanol (twice, for 1 min each), cleared with xylene and mounted with cytoseal XYL (thermo Scientific). Brain sections were immune-stained with antibodies against CD31, Ki67, CD3, CD4, CD8, Foxp3, and CD68 followed by alexa fluor 556 conjugated secondary antibody (Invitrogen) or HRP-conjugated secondary antibody (Vectastain ABC kit).

### RNA isolation and RNA sequencing

Brains were harvested as described above. Tumor tissue was stored in RNA-later until all samples were collected. RNA was isolated from the tumor tissue using RNeasy mini kit (Qiagen) followed by on-column DNase treatment with RNase-free DNase set (Qiagen). The concentration for RNA samples were checked using Qubit RNA HS assay kit (ThermoFisher). Extracted RNA was plated at a concentration of 5 ng/µl and whole transcriptome sequencing was performed on Illumina at the Broad Technology Labs. Reads were aligned using STAR v2.4.2a with GENCODE mouse genome. Duplicate reads were marked and summary metrics were gathered using Picard tools and RNA-SeQC.

### Tissue processing for CyTOF

Mouse tumor samples were processed as previously described^22^. Briefly, right half of the brain was separated and minced with a scalpel on ice in calcium containing 1× HBSS (GIBCO) supplemented with 1 mg/ml Collagenase IV (Sigma) and 0.25 mg/ml DNase I (Sigma) and incubated for 1 h with intermittent shaking at 37 °C. Tumor Infiltrating immune cells (TIICs) were separated by a 30 and 70% percoll gradient centrifugation.

Patient tumor pieces were minced and suspended in 1 ml of RPMI without phenol red supplemented with 1 mM GlutaMAX (Life Technologies), antibiotic–antimycotic (Life Technologies), 2 mM MEM nonessential amino acids (Life Technologies), 10 mM HEPES (Life Technologies), 2.5 × 10^−5^ M 2-mercaptoethanol (Sigma-Aldrich) and 200 µg/ml final Liberase TL enzyme mix (Roche). The tissue was digested for 10 min at room temperature followed by three low-speed (200 g) spins to separate the cells from debris and a total of 6.40E + 05-4.00E + 06 cells were present in each sample. The human tumor cells or mouse TIICs were resuspended in Cryostor CS10 (BioLife Solutions) for long-term cryopreservation in liquid nitrogen. Between 0.5 and 1.0 × 10^6^ cells were used for each sample post thawing.

### CyTOF staining and data analysis

Isolated TIICs were stained with 5 μM of cisplatin viability staining reagent (Fluidigm) for 5 min. Cisplatin-based viability reagent was titrated with known concentrations of dead cells. Cells that had been heat killed were spiked in with live autologous cells at a known concentration. The mean intensity threshold of cisplatin for dead cells was determined from this data. After centrifugation, Human/mouse TruStain FcX Fc receptor blocking reagent (BioLegend) was used at a 1:100 dilution in CSB (PBS with 2.5 g bovine serum albumin (Sigma Aldrich)) for 10 min followed by incubation with pretitrated metal-conjugated surface antibodies for 30 min. Cell lineage defining markers were selected to cover most of the immune populations. T-cell subsets can be identified by CD3, CD4, CD8, and TCRgd while NK cells can be defined by CD49b and NK1.1^62^. B cells express B220 and IgM is the most common isotype of B cells reported in tumors^63^. Various populations of innate immune cells including various monocyte/macrophage populations and dendritic cells can be identified by a combination of CD11b, CD11c, SiglecF, MHC-II, F4/80, CD103, CD115, and CD64^64,65^. Ly6C and Ly6G can help delineate various granulocytic populations^65^ Apart from the composition of immune cells in the tumor micro-environment, the activation/inhibition status of these immune cells dictates the immunological response to the developing tumor. For functional characterization of T cells, we added Tim3, Lag3, KLRG1, PD-1H, CD25, CD44, CD62L, and CD86^66^. CD39 is an ectonuclease that serves as an inhibitory marker on cell surface of many different immune cell populations^67,68^. All antibodies were obtained from the Harvard Medical Area CyTOF Antibody Resource and Core (Boston, MA) or Fluidigm. To identify single cell events, DNA was labeled for 20 min with an 18.75 μM iridium intercalator solution (Fluidigm). Samples were subsequently washed and reconstituted in Milli-Q filtered distilled water in the presence of EQ Four Element Calibration beads (Fluidigm) at a concentration of 1 × 10^6^ cells/mL and acquired on a Helios CyTOF Mass Cytometer (Fluidigm).

The raw FCS files were normalized to reduce signal deviation between samples over the course of multiday batch acquisitions, utilizing the bead standard normalization method^69^. To correct for any signal spillover-related issues, single color stained beads were run and used for compensation as previously described^70^ (Supplementary Fig. 6B). These compensated files were then deconvoluted into individual sample files using a single-cell based de-barcoding algorithm^71^ and compensated data was subjected to preliminary gating for doublet and dead-cell exclusion (Supplementary Fig. 6C). Supplementary Fig. 6D represents the analysis workflow down-stream of preliminary gating. Utilizing Cytobank, equal sampling was performed on CD45+ cells in all samples, followed by dimensionality reduction with the Barnes-Hut implementation of the t-SNE algorithm, i.e., viSNE^72^. This analysis presents the multidimensional data in a transformed two-dimensional space, while aiming to preserve its local and global structure. Downstream clustering was performed with the FlowSOM algorithm^73^ on the dimensionality reduction channels generated by viSNE (i.e., tSNE-1 and tSNE-2). The main immune subsets were phenotypically isolated by choosing 7 metaclusters and entire sample cohort was run through an unsupervised-learning algorithm PhenoGraph^74^ to estimate the optimal number of deeper phenotypic cluster. Utilizing an optimized version of k nearest neighbors clustering, PhenoGraph was able to determine the best-fit cluster number that partitions the data into discrete modules, allowing for detection of rare populations. Heat map values were generated by normalizing each marker to the minimum expression across all user defined clusters. Clusters were organized into groups in the heatmap by hierarchical average linkage clustering.

### Flow cytometry staining and data analysis

TIICs were stained with 5 μM live/dead fixable violet dye (Thermofisher) followed antibody staining with Tim3-PE (clone-RMT3-23; biolegend; Catalog number-119703); CD4-BV711 (clone-RM4-5, biolegend, Catalog number-100549), CD8-PerCP (clone-53-6.7, biolegend, catalog number-100731) at pretitrated concentrations. Stained cells were fixed with 4% paraformaldehyde prior to running them on BD Fortessa. FCS files were analyzed on FlowJo (version 10.3.1).

### Statistical analysis

Data were analyzed by Student *t* test with Holm–Sidak multiple corrections applied on GraphPad prism. Data is expressed as mean ± SEM. For Kaplan Meier plots, each pair of survival curves were compared using log-rank (Mantel–Cox) test. Differences were considered significant at adjusted *P* ≤ 0.05 (*) and *P* ≤ 0.005 (**), *P* ≤ 0.0005 (***).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary information

Reporting Summary

## Data Availability

RNA sequencing data is publicly available at https://www.ncbi.nlm.nih.gov/geo/query/ acc.cgi?acc=GSE151414 and CyTOF data has been uploaded at ImmPort [https://www.immport.org/shared/home] with accession number SDY1637. All other relevant data are available in the article, Supplementary Information, or from the corresponding author upon reasonable request.

## References

[1] Adamson, C. et al. Glioblastoma multiforme: a review of where we have been and where we are going. *Expert Opin. Investig. Drugs***18**, 1061–1083 (2009).19555299 10.1517/13543780903052764

[2] Suryadevara, C. et al. Immunotherapy for malignant glioma. *Surg. Neurol. Int.***6**, 68 (2015).25722935 10.4103/2152-7806.151341PMC4338494

[3] Sharma, P. & Allison, J. P. The future of immune checkpoint therapy. *Science***348**, 56–61 (2015).25838373 10.1126/science.aaa8172

[4] Margolin, K. et al. Ipilimumab in patients with melanoma and brain metastases: an open-label, phase 2 trial. *Lancet Oncol.***13**, 459–465 (2012).22456429 10.1016/S1470-2045(12)70090-6

[5] Silvestri, I. et al. A perspective of immunotherapy for prostate cancer. *Cancers***8**, 64 (2016).27399780 10.3390/cancers8070064PMC4963806

[6] McGranahan, T., Li, G. & Nagpal, S. History and current state of immunotherapy in glioma and brain metastasis. *Ther. Adv. Med. Oncol.***9**, 347–368 (2017).28529551 10.1177/1758834017693750PMC5424864

[7] Thomas, A. A., Ernstoff, M. S. & Fadul, C. E. Immunotherapy for the treatment of glioblastoma. *Cancer J.***18**, 59–68 (2012).22290259 10.1097/PPO.0b013e3182431a73PMC3269657

[8] Binello, E., Qadeer, Z. A., Kothari, H. P., Emdad, L. & Germano, I. M. Stemness of the CT-2A immunocompetent mouse brain tumor model: characterization in vitro. *J. Cancer***3**, 166–174 (2012).22514559 10.7150/jca.4149PMC3328782

[9] Szatmari, T. et al. Detailed characterization of the mouse glioma 261 tumor model for experimental glioblastoma therapy. *Cancer Sci.***97**, 546–553 (2006).16734735 10.1111/j.1349-7006.2006.00208.xPMC11159227

[10] Oh, T. et al. Immunocompetent murine models for the study of glioblastoma immunotherapy. *J. Transl. Med.***12**, 107 (2014).24779345 10.1186/1479-5876-12-107PMC4012243

[11] Belmans, J. et al. Immunotherapy with subcutaneous immunogenic autologous tumor lysate increases murine glioblastoma survival. *Sci. Rep.***7**, 13902 (2017).29066810 10.1038/s41598-017-12584-0PMC5654749

[12] Genoud, V. et al. Responsiveness to anti-PD-1 and anti-CTLA-4 immune checkpoint blockade in SB28 and GL261 mouse glioma models. *Oncoimmunology***7**, e1501137 (2018).30524896 10.1080/2162402X.2018.1501137PMC6279422

[13] Smith, K. E. et al. Cure of established GL261 mouse gliomas after combined immunotherapy with GM-CSF and IFNγ is mediated by both CD8^+^ and CD4^+^ T-cells. *Int. J. Cancer***124**, 630–637 (2009).18972433 10.1002/ijc.23986

[14] Maes, W., Stefaan & Van Gool, W. Experimental immunotherapy for malignant glioma: lessons from two decades of research in the GL261 model. *Cancer Immunol. Immunother.***60**, 153–160 (2011).21120655 10.1007/s00262-010-0946-6PMC11028904

[15] Marumoto, T. et al. Development of a novel mouse glioma model using lentiviral vectors. *Nat. Med.***15**, 110–116 (2009).19122659 10.1038/nm.1863PMC2671237

[16] Kwon, C.-H. et al. Pten haploinsufficiency accelerates formation of high-grade astrocytomas. *Cancer Res.***68**, 3286–3294 (2008).18451155 10.1158/0008-5472.CAN-07-6867PMC2760841

[17] Verhaak, R. G. W. et al. Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. *Cancer Cell***17**, 98–NF110 (2010).20129251 10.1016/j.ccr.2009.12.020PMC2818769

[18] Engler, J. R. et al. Increased microglia/macrophage gene expression in a subset of adult and pediatric astrocytomas. *PLoS ONE***7**, e43339 (2012).22937035 10.1371/journal.pone.0043339PMC3425586

[19] Korin, B. et al. High-dimensional, single-cell characterization of the brain’s immune compartment. *Nat. Neurosci.***20**, 1300–1309 (2017).28758994 10.1038/nn.4610

[20] Manglani, M., Gossa, S. & McGavern, D. B. Leukocyte isolation from brain, spinal cord, and meninges for flow cytometric analysis. *Curr. Protoc. Immunol.***121**, e44 (2018).30040211 10.1002/cpim.44PMC6060638

[21] Spitzer, M. H. & Nolan, G. P. Mass cytometry: single cells, many features. *Cell***165**, 780–791 (2016).27153492 10.1016/j.cell.2016.04.019PMC4860251

[22] Choi, S. H. et al. Tumor resection boosts therapeutic efficacy of encapsulated stem cells expressing a highly secretable variant of interferon-β in glioblastomas. *Clin. Cancer Res*. 10.1158/1078-0432.CCR-17-0077 (2017).10.1158/1078-0432.CCR-17-0077PMC681809628912136

[23] Zhu, H. et al. Surgical debulking promotes recruitment of macrophages and triggers glioblastoma phagocytosis in combination with CD47 blocking immunotherapy. *Oncotarget***8**, 12145–12157 (2017).28076333 10.18632/oncotarget.14553PMC5355332

[24] Hamada, K. et al. The PTEN/PI3K pathway governs normal vascular development and tumor angiogenesis. *Genes Dev.***19**, 2054–2065 (2005).16107612 10.1101/gad.1308805PMC1199575

[25] Ohm, J. E. & Carbone, D. P. VEGF as a mediator of tumor-associated immunodeficiency. *Immunol. Res.***23**, 263–272 (2001).11444391 10.1385/IR:23:2-3:263

[26] Mosely, S. I. S. et al. Rational selection of syngeneic preclinical tumor models for immunotherapeutic drug discovery. *Cancer Immunol. Res.***5**, 29–41 (2017).27923825 10.1158/2326-6066.CIR-16-0114

[27] Gadalla, R. et al. Validation of CyTOF against flow cytometry for immunological studies and monitoring of human cancer clinical trials. *Front. Oncol.***9**, 415 (2019).31165047 10.3389/fonc.2019.00415PMC6534060

[28] Wolf, Y., Yona, S., Kim, K. W. & Jung, S. Microglia, seen from the CX3CR1 angle. *Front. Cell. Neurosci*. **7**, 10.3389/fncel.2013.00026 (2013).10.3389/fncel.2013.00026PMC360043523507975

[29] Quail, D. F. & Joyce, J. A. The microenvironmental landscape of brain tumors. *Cancer Cell***31**, 326–341 (2017).28292436 10.1016/j.ccell.2017.02.009PMC5424263

[30] Graeber, M. B., Scheithauer, B. W. & Kreutzberg, G. W. Microglia in brain tumors. *Glia***40**, 252–259 (2002).12379912 10.1002/glia.10147

[31] Schetters, S. T. T., Gomez-Nicola, D., Garcia-Vallejo, J. J. & Van Kooyk, Y. Neuroinflammation: microglia and T cells get ready to tango. *Front. Immunol.***8**, 1905 (2018).29422891 10.3389/fimmu.2017.01905PMC5788906

[32] Wyss-Coray, T. & Mucke, L. Inflammation in neurodegenerative disease—a double-edged sword. *Neuron***35**, 419–432 (2002).12165466 10.1016/s0896-6273(02)00794-8

[33] Qiu, P. et al. Extracting a cellular hierarchy from high-dimensional cytometry data with SPADE. *Nat. Biotechnol.***29**, 886–891 (2011).21964415 10.1038/nbt.1991PMC3196363

[34] Liu, Y. A VISTA on PD-1H. *J. Clin. Invest.***124**, 1891–1893 (2014).24743142 10.1172/JCI75798PMC4001562

[35] Avery, L., Filderman, J., Szymczak-Workman, A. L. & Kane, L. P. Tim-3 co-stimulation promotes short-lived effector T cells, restricts memory precursors, and is dispensable for T cell exhaustion. *Proc. Natl Acad. Sci. USA***115**, 2455–2460 (2018).29463725 10.1073/pnas.1712107115PMC5877951

[36] Boldison, J. et al. Tissue-resident exhausted effector memory CD8+ T cells accumulate in the retina during chronic experimental autoimmune uveoretinitis. *J. Immunol.***192**, 4541–4550 (2014).24740509 10.4049/jimmunol.1301390PMC4009498

[37] Thommen, D. S. & Schumacher, T. N. *Cancer Cell Perspective T Cell Dysfunction in Cancer*. 10.1016/j.ccell.2018.03.012 (2018).10.1016/j.ccell.2018.03.012PMC711650829634943

[38] Mohme, M. et al. Immunophenotyping of newly diagnosed and recurrent glioblastoma defines distinct immune exhaustion profiles in peripheral and tumor-infiltrating lymphocytes. *Clin. Cancer Res.***24**, 4187–4200 (2018).29444930 10.1158/1078-0432.CCR-17-2617

[39] Day, C.-P., Merlino, G. & Van Dyke, T. Preclinical mouse cancer models: a maze of opportunities and challenges. *Cell***163**, 39–53 (2015).26406370 10.1016/j.cell.2015.08.068PMC4583714

[40] Vallejos, C. A., Risso, D., Scialdone, A., Dudoit, S. & Marioni, J. C. Normalizing single-cell RNA sequencing data: challenges and opportunities. *Nat. Methods***14**, 565–571 (2017).28504683 10.1038/nmeth.4292PMC5549838

[41] Gadalla, R. et al. Validation of CyTOF against flow cytometry for immunological studies and monitoring of Human Cancer Clinical Trials. *Front. Oncol.***9**, 415 (2019).31165047 10.3389/fonc.2019.00415PMC6534060

[42] Korin, B. et al. High-dimensional, single-cell characterization of the brain’s immune compartment. *Nat. Neurosci.***20**, 1300–1309 (2017).28758994 10.1038/nn.4610

[43] Chen, Z. & Hambardzumyan, D. Immune microenvironment in glioblastoma subtypes. *Front. Immunol.***9**, 1004 (2018).29867979 10.3389/fimmu.2018.01004PMC5951930

[44] Chen, Z. et al. Cellular and molecular identity of tumor-associated macrophages in glioblastoma. *Cancer Res.***77**, 2266–2278 (2017).28235764 10.1158/0008-5472.CAN-16-2310PMC5741820

[45] Duhen, T. et al. Co-expression of CD39 and CD103 identifies tumor-reactive CD8 T cells in human solid tumors. *Nat. Commun.***9**, 2724 (2018).30006565 10.1038/s41467-018-05072-0PMC6045647

[46] Cormier, S. A. et al. Pivotal Advance: eosinophil infiltration of solid tumors is an early and persistent inflammatory host response. *J. Leukoc. Biol.***79**, 1131–1139 (2006).16617160 10.1189/jlb.0106027PMC3496422

[47] Curran, C. S. & Bertics, P. J. Eosinophils in glioblastoma biology. *J. Neuroinflamm.***9**, 11 (2012).10.1186/1742-2094-9-11PMC326938822251275

[48] Holub, K. & Biete, A. New pre-treatment eosinophil-related ratios as prognostic biomarkers for survival outcomes in endometrial cancer. *BMC Cancer***18**, 1280 (2018).30577833 10.1186/s12885-018-5131-xPMC6304088

[49] Spina, C. S. et al.Treatment-induced increase in eosinophil count is associated with improved overall survival in glioblastoma patients [abstract]. *Int. J. Radiat Oncol.***102**, e315 (2018).

[50] Reichman, H., Karo-Atar, D. & Munitz, A. Emerging roles for eosinophils in the tumor microenvironment. *Trends Cancer***2**, 664–675 (2016).28741505 10.1016/j.trecan.2016.10.002

[51] Norian, L. A. et al. Tumor-Infiltrating regulatory dendritic cells inhibit CD8+ T cell function via L-Arginine metabolism. *Cancer Res*. 10.1158/0008-5472.CAN-08-2826 (2009).10.1158/0008-5472.CAN-08-2826PMC284806819293186

[52] Kitamura, T. et al. Monocytes differentiate to immune suppressive precursors of metastasis-associated macrophages in mouse models of metastatic breast cancer. *Front. Immunol.***8**, 2004 (2018).29387063 10.3389/fimmu.2017.02004PMC5776392

[53] Zhang, P., Côté, A. L., de Vries, V. C., Usherwood, E. J. & Turk, M. J. Induction of postsurgical tumor immunity and T-cell memory by a poorly immunogenic tumor. *Cancer Res.***67**, 6468–6476 (2007).17616708 10.1158/0008-5472.CAN-07-1264PMC2564800

[54] Benigni, F. et al. Phenotype and homing of CD4 tumor-specific T cells is modulated by tumor bulk. *J. Immunol.***175**, 739–748 (2005).16002669 10.4049/jimmunol.175.2.739

[55] Hambardzumyan, D., Gutmann, D. H. & Kettenmann, H. The role of microglia and macrophages in glioma maintenance and progression. *Nat. Neurosci.***19**, 20–27 (2015).10.1038/nn.4185PMC487602326713745

[56] Peranzoni, E. et al. Macrophages impede CD8 T cells from reaching tumor cells and limit the efficacy of anti–PD-1 treatment. *Proc. Natl Acad. Sci. USA***115**, E4041 (2018).29632196 10.1073/pnas.1720948115PMC5924916

[57] Belmans, J. et al. Immunotherapy with subcutaneous immunogenic autologous tumor lysate increases murine glioblastoma survival. *Sci. Rep.***7**, 13902 (2017).29066810 10.1038/s41598-017-12584-0PMC5654749

[58] Mami-Chouaib, F. et al. Resident memory T cells, critical components in tumor immunology. *J. Immunother. Cancer***6**, 87 (2018).30180905 10.1186/s40425-018-0399-6PMC6122734

[59] Egelston, C. A. et al. Resident memory CD8+ T cells within cancer islands mediate survival in breast cancer patients. *JCI Insight***4**, e130000 (2019).31465302 10.1172/jci.insight.130000PMC6795408

[60] Menares, E. et al. Tissue-resident memory CD8+ T cells amplify anti-tumor immunity by triggering antigen spreading through dendritic cells. *Nat. Commun.***10**, 1–12 (2019).31562311 10.1038/s41467-019-12319-xPMC6765014

[61] Gage, G. J., Kipke, D. R. & Shain, W. Whole animal perfusion fixation for rodents. *J. Vis. Exp*. 10.3791/3564 (2012).10.3791/3564PMC347640822871843

[62] Arase, H., Saito, T., Phillips, J. H. & Lanier, L. L. Cutting Edge: the mouse NK cell-associated antigen recognized by DX5 moncoclonal antibody is CD49b (α 2 integrin, very late antigen-2). *J. Immunol.***167**, 1141–1144 (2001).11466327 10.4049/jimmunol.167.3.1141

[63] Yuen, G. J., Demissie, E. & Pillai, S. B lymphocytes and cancer: a love–hate relationship. *Trends Cancer***2**, 747–757 (2016).28626801 10.1016/j.trecan.2016.10.010PMC5472356

[64] Yu, Y.-R. A. et al. A protocol for the comprehensive flow cytometric analysis of immune cells in normal and inflamed murine non-lymphoid tissues. *PLoS ONE***11**, e0150606 (2016).26938654 10.1371/journal.pone.0150606PMC4777539

[65] Rose, S., Misharin, A. & Perlman, H. A novel Ly6C/Ly6G-based strategy to analyze the mouse splenic myeloid compartment. *Cytometry A***81 A**, 343–350 (2012).22213571 10.1002/cyto.a.22012PMC3987771

[66] Xia, A., Zhang, Y., Xu, J., Yin, T. & Lu, X. J. T cell dysfunction in cancer immunity and immunotherapy. *Front. Immunol.***10**, 1719 (2019).31379886 10.3389/fimmu.2019.01719PMC6659036

[67] Canale, F. P. et al. CD39 expression defines cell exhaustion in tumor-infiltrating CD8^+^ T cells. *Cancer Res.***78**, 115–128 (2018).29066514 10.1158/0008-5472.CAN-16-2684

[68] Raczkowski, F. et al. Cd39 is upregulated during activation of mouse and human T cells and attenuates the immune response to listeria monocytogenes. *PLoS ONE***13**, e0197151 (2018).29742141 10.1371/journal.pone.0197151PMC5942830

[69] Finck, R. et al. Normalization of mass cytometry data with bead standards. *Cytometry A***83**, 483–494 (2013).23512433 10.1002/cyto.a.22271PMC3688049

[70] Chevrier, S. et al. Compensation of signal spillover in suspension and imaging mass cytometry. *Cell Syst.***6**, 612–620.e5 (2018).29605184 10.1016/j.cels.2018.02.010PMC5981006

[71] Zunder, E. R. et al. Palladium-based mass tag cell barcoding with a doublet-filtering scheme and single-cell deconvolution algorithm. *Nat. Protoc.***10**, 316–333 (2015).25612231 10.1038/nprot.2015.020PMC4347881

[72] Amir, E. D. et al. viSNE enables visualization of high dimensional single-cell data and reveals phenotypic heterogeneity of leukemia. *Nat. Biotechnol.***31**, 545–552 (2013).23685480 10.1038/nbt.2594PMC4076922

[73] Van Gassen, S. et al. FlowSOM: using self-organizing maps for visualization and interpretation of cytometry data. *Cytom. Part A***87**, 636–645 (2015).10.1002/cyto.a.2262525573116

[74] Levine, J. H. et al. Data-driven phenotypic dissection of AML reveals progenitor-like cells that correlate with prognosis. *Cell***162**, 184–197 (2015).26095251 10.1016/j.cell.2015.05.047PMC4508757

How the deposited data were processed for this re-analysis (not part of the article)

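RNA from end-stage CT2A, GL261, 005 and Mut3 tumors and from naïve brain was sequenced, with 3 mice per group. The authors aligned the reads with STAR to the GENCODE mouse genome, marked duplicates with Picard tools and took quality metrics from RNA-SeQC. The authors deposited expected counts, which are estimates and need not be whole numbers, without normalization between samples. The authors also deposited TPM values, which are scaled to the same total in each sample and to the length of each gene. The paper's text does not name the quantifier, the annotation release, the DE test, its thresholds or the pathway collection. For the 4644 genes with more than 50 counts in every sample, the ratio of count to TPM was the product of a factor per gene and a factor per sample (largest log2 residual 9.6e-10), so the values of the 2 tables are not independent measurements. The files hold 46679 genes, of which 14029 had a count of 0 in all samples and 21818 have an Entrez identifier, as the Reactome pathways need.

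Samples were mapped to groups and replicate numbers by the sample labels, which name the tumor line. The expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, libraries were normalized by TMM, and the quasi-likelihood test was fitted to all the samples with a mean for each group and no covariate. A gene was DE at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Principal components, distances, scores and gene set tests used log2 CPM with a prior count of 2. Gene sets were tested with camera in limma 3.58.1, with adjustment over 62 sets within each comparison. For the Fig. 1f markers between pairs of tumors, the adjustment over the 6 pairs is also given. Reactome pathways came from the mouse collection of 1457 pathways in fgsea 1.28.0. Those with 10 to 1500 members among the tested genes were tested by a one-sided Fisher's exact test, with up- and downregulated genes together and the tested genes of any pathway as background. The lists of immune and cell cycle pathways were written from pathway names. Scores were compared by two-sided exact permutation tests, and distances by a one-sided permutation test with 100000 resamples.

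On simulated counts for 17481 genes with the real means and library sizes, of which 200 were changed by known folds, the edgeR steps called 35.2% of the 199 changed genes that were tested and 52.3% of the 132 changed by 4-fold or more. Of the 72 genes called DE, 2 were unchanged, and the median error of the log2 fold change was −0.04. Genes that changed can therefore be missing from the DE genes. The real comparison of CT2A with naïve brain had 6858 DE genes, far more than the 200 changed in the simulation. The adjusted p depends on how many genes change, so these shares do not measure the recovery in the real comparisons. Total counts were lowest in naïve brain, which limits the detection of genes that are low there.

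The genes named are those of the lists written at the start (the Fig. 1f genes and lists of cell types and functions) and, for each tumor against naïve brain and for GL261 and 005 against CT2A and Mut3, the 5 genes with the largest log2 fold change in each direction. The latter had an adjusted p under 0.05, a mean log2 CPM of at least 3 in the higher group and no overlap between the groups. Of these, genes at the floor in the lower group are not described.

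The alternatives were DESeq2 1.42.0 with its size factors, library size in place of TMM, no filter on low counts or at least 10 counts in every sample, a fit of only the samples compared, other thresholds on the fold change, the upregulated genes alone, the 1000 genes with the smallest p, all tested genes as background, log2(TPM + 1) and other transformations for the principal components, and each replicate left out in turn. A fit with the replicate number as a block was also made. The replicate numbers come from the sample labels, and samples that share a number are different mice. The label of a gene in Fig. 1f that could not be read was left out. Staining, flow and mass cytometry data were not analysed here.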

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

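The tests of library size, leukocyte content, single counts, brain tissue in CT2A replicate 1 and male mice in this part were chosen only after the result was seen.

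The Fig. 1f markers differed between the tumors in 5 of 6 pairs when limma's camera test was adjusted over the 6 pairs. Adjusted over the 62 gene sets of each comparison, CT2A against GL261 did not pass the threshold (adjusted p = 0.0586). The values that follow are adjusted over the 6 pairs. The shift was −0.49 for CT2A against GL261 (adjusted p = 0.0193), −0.75 for CT2A against 005 (adjusted p = 1.95e-04), 0.99 for CT2A against Mut3 (adjusted p = 2.02e-05), 1.48 for GL261 against Mut3 (adjusted p = 3.74e-09) and 1.75 for 005 against Mut3 (adjusted p = 1.00e-11). In each of these pairs, the marker scores of the 3 mice of one tumor all lay on the same side of the 3 mice of the other. GL261 and 005 did not differ (shift −0.26, adjusted p = 0.120). With a brain score of neuron and oligodendrocyte genes as a covariate, all 5 pairs kept their sign and an adjusted p under 0.05, and each shift was larger in size (−0.66, −0.86, 1.11, 1.77 and 1.96, in the order above). As this covariate made none of these 5 shifts smaller and draws on the spread within each line, it does not by itself exclude brain tissue that differs between the lines. The marker scores of naïve brain ran from −0.363 to −0.308, below every CT2A, GL261 and 005 sample, of which the lowest scored −0.126. The Mut3 samples lay below naïve brain, from −0.649 to −0.457. These values argue against brain tissue like the naïve samples as what raised the scores of CT2A, GL261 and 005. The share of tumor cells in each sample, the part of each tumor that was excised and the 500000 cells implanted for Mut3 were not settled by any test. The hypothesis that the lines differ in immune cell content may hold, but it cannot be told apart from these.

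Among 50 groups of 6 tumors (scores and principal components of the active and of the inert tumors), 4 had a sample far from the others by Dixon's test, where 2.5 are expected by chance. 005 replicate 2 had a macrophage score of 1.52 and a neutrophil score of 1.35, the highest of the active tumors. Its total count of 8523676 lay within the range of the other active tumors, so library size is not the explanation. Its Ptprc level of 261 CPM was the highest of the active tumors, and a larger leukocyte content is a candidate explanation that remains.

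The T reg score of Mut3 replicate 3 was 0.150, above the other inert tumors, which were all at the same lowest value. The list holds Foxp3 alone, with 2 counts in this sample, so single counts likely account for the score. The PC1 score of CT2A replicate 1 was 22.4, below the other inert tumors. Its brain score of 0.222 was the highest of the inert tumors, and brain tissue in the sample remains a candidate explanation. No biological explanation was tested for either sample.

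Xist, a gene the paper does not discuss, was higher in CT2A than in naïve brain by a log2 fold change of 2.23 (edgeR's quasi-likelihood test, adjusted p = 0.0230), in 3 of 3 CT2A samples against all naïve samples. The level was 315 ± 78.7 CPM in CT2A and 67.1 ± 68.4 CPM in naïve brain (SD, n = 3 each). If naïve samples came from male mice, the Y-linked gene Ddx3y would be above the floor of 3 counts there, and its highest count in naïve brain was 1. Male mice among the naïve samples are therefore not the explanation by this gene. The adjusted p under the alternatives other than leaving out a replicate ranged from 0.00373 to 0.0700, and the gene did not pass the threshold with library size in place of TMM or without naïve replicate 1, naïve replicate 3 or CT2A replicate 3. No biological explanation was tested.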

How the results depend on the processing

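No test in this part was chosen after the result was seen, and all the alternatives were set before the data were examined. No value changed sign under any of them, among 27 main results and 39 gene results. Numbers of DE genes, enriched pathways and clusters and the share of variance have no sign, so these results could not reverse. Of 530 values of single genes under the alternatives, 22 no longer passed the threshold, in 6 genes, and 0 newly passed it. The cause was not tested for any of the changes given here.

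With the upregulated genes alone, 9 immune and 12 cell cycle pathways were enriched in CT2A and 12 cell cycle pathways in Mut3. With all tested genes as background, CT2A had 6 immune and 7 cell cycle pathways. With the 1000 genes with the smallest p, it had 4 immune and 10 cell cycle pathways, and Mut3 had 10 cell cycle pathways. Without a threshold on the fold change, CT2A had 0 immune pathways, and 4 at an unadjusted p under 0.05 in Fisher's exact test.

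With an absolute log2 fold change of at least 2, DE genes numbered 4260 in CT2A, 2165 in GL261, 1420 in 005 and 4165 in Mut3, and CT2A had 4 immune pathways. They numbered 1454 between active and inert, 427 between chemically induced and spontaneous lines and 665 in the remaining pairing.

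Without a filter on low counts, CT2A had 1 immune and 10 cell cycle pathways, Mut3 had 1 immune and 7 cell cycle pathways, and PC1 and PC2 held 52.1% of the variance. With at least 10 counts in every sample, the number of DE genes CT2A vs naive was 3956, of DE genes GL261 vs naive 2517, of DE genes 005 vs naive 1206 and of DE genes Mut3 vs naive 3628. They numbered 1233 between active and inert, 418 between chemically induced and spontaneous lines and 588 in the remaining pairing. Under this filter, cell cycle pathways numbered 0 in CT2A (3 at an unadjusted p under 0.05 in Fisher's exact test), 1 in GL261, 0 in 005 (6 at an unadjusted p under 0.05) and 1 in Mut3, and immune pathways 6 in GL261 and 7 in 005. The marker shift was 0.43 in CT2A and 0.41 in GL261, with unadjusted p values of 0.255 and 0.103 in limma's camera test, against 0.0308 and 5.06e-05 with the main filter. In CT2A, the p adjusted over 62 gene sets did not pass with the main filter either (0.0561). Genes removed by this filter gave no value.

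In a fit of only the samples compared, 222 genes were DE in 005, with 0 cell cycle pathways there (0 at an unadjusted p under 0.05 in Fisher's exact test) and 3 in GL261. With DESeq2, the number of DE genes 005 vs naive was 3375, of which 2538 were upregulated, against 2033 of 2217 with edgeR. DESeq2 also gave 1373 DE genes between chemically induced and spontaneous lines, 0 immune pathways in CT2A (4 at an unadjusted p under 0.05 in Fisher's exact test), and 4 cell cycle pathways in GL261 and 5 in 005. PC1 and PC2 held 49.9% of the variance with scaled genes, 65.8% with log2(TPM + 1) and 61.0% with DESeq2's variance-stabilized counts.

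With each replicate left out in turn, DE genes ranged from 1006 to 6535 in 005, from 1988 to 3125 in GL261 and from 597 to 1529 between chemically induced and spontaneous lines. Immune pathways ranged from 0 to 4 in CT2A, from 9 to 17 in 005 and from 0 to 1 in Mut3. Cell cycle pathways ranged from 4 to 11 in CT2A, from 1 to 11 in 005 and from 4 to 7 in Mut3. The marker shift ranged from 0.66 to 0.78 in CT2A, the variance in PC1 and PC2 from 55.3% to 59.6%, and the groups with a cluster of their own from 3 to 5. The marker score difference between active and inert tumors kept its side of the threshold, from 0.657 to 0.791, as did those of T cells, from 1.22 to 1.43, and macrophages, from 0.789 to 1.03.

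With the replicate block, the number of DE genes CT2A vs naive was 6373, of DE genes GL261 vs naive 3279, of DE genes 005 vs naive 1762 and of DE genes Mut3 vs naive 6196, and 1 immune pathway was enriched in CT2A. The marker shift was 0.72 in CT2A, 1.21 in GL261, 1.47 in 005 and −0.28 in Mut3. Permuted within replicate numbers, the marker score difference between active and inert tumors had p = 0.00926 (exact permutation test, two-sided). The deviations of same-numbered samples had a mean correlation of −0.0339 over 30 pairs, against 0.0172 over 60 pairs of different numbers, and same-numbered samples are different mice.

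The depth was lowest in naïve brain, with total counts from 3105119 to 5161132, so a gene absent there may be under the floor of up to 0.966 CPM, and the number of DE genes moved with the filter on low counts, to 3956 in CT2A with at least 10 counts in every sample.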

Differences from the paper's values

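The paper gives the share of the variance in PC1 and PC2 as more than 70%, against 58.4% here, a ratio under 1.5. None of the alternatives set before the data were examined reached the paper's value, and the highest was 65.8% with log2(TPM + 1).

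The paper states that samples of the same group clustered together in the heatmap of 100 genes. Here 3 of the 5 groups formed a cluster of their own, and 005 replicate 3 joined naïve brain. When any of the 005 tumors was left out, all 5 groups formed their own clusters.

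The paper states that immune pathways were not enriched in the DE genes of CT2A. Here 2 of 19 listed immune pathways were enriched in CT2A. The number was 0 without a threshold on the fold change, with DESeq2, without any of the 3 naïve replicates in turn and without CT2A replicate 1, and 9 with the upregulated genes alone.

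The paper sets the cell cycle pathways of CT2A and Mut3 against the immune pathways of GL261 and 005. Here cell cycle pathways were enriched in all 4 tumors, with 9 in GL261 and 10 in 005 against 4 in each of CT2A and Mut3. With the upregulated genes alone, CT2A and Mut3 each had 12. In limma's camera test, the Cell Cycle set was lower in GL261 and 005 than in CT2A and Mut3, by −0.49 (adjusted p = 1.15e-05). The larger numbers of enriched pathways in GL261 and 005 therefore do not mean higher cell cycle expression there.

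The paper states that GL261 and 005 had more changes in immune response genes. Here the DE members of the Immune System pathway numbered 354 in CT2A, 290 in GL261, 266 in Mut3 and 234 in 005, while the enrichment over chance was larger in GL261 and 005.

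The paper names eosinophil genes among those enriched in 005 and GL261. Here the eosinophil score was 0.373 higher in these tumors (exact permutation test, two-sided, p = 0.225), with a mean of −0.264 in GL261 against 0.0782 in CT2A. None of the alternatives brought the difference past the threshold.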

Other observations

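The tests of the class difference against brain tissue and library size, of 005 replicate 3, of the endothelial genes in Mut3 and of the interferon-inducible genes were chosen only after the result was seen.

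The marker score difference between active and inert tumors was tested against 2 technical explanations. Active tumors also had a higher brain score, by 0.946 (exact permutation test, two-sided, p = 0.0238). Over the 12 tumors, the brain score and the marker score had Pearson's r = 0.498 (permutation test, p = 0.0998, adjusted p = 0.200) and Spearman's rho = 0.601 (permutation test, p = 0.0421, adjusted p = 0.0842), and r was 0.433 without the 2 samples farthest from the median. With the brain score regressed out, the class difference was 0.755 (exact permutation test, p = 0.00216). Total count and marker score had r = −0.0325 (permutation test, p = 0.920, adjusted p = 0.920), rho = −0.0490 (permutation test, p = 0.886, adjusted p = 0.886) and r = −0.185 without the 2 farthest samples, and the class difference with total count regressed out was 0.744 (exact permutation test, p = 0.00866). The total count did not differ between the classes (exact permutation test, p = 0.708), which goes against library size. The brain score did differ, and regressing it out left the class difference nearly as it was, at 0.755 against 0.738. The regression alone does not settle brain tissue. Naïve brain itself had a marker score of −0.343 ± 0.0306 (SD, n = 3), below all active tumors, of which the lowest scored 0.199. CT2A, with a mean of −0.0349, also lay above naïve brain, and Mut3, with a mean of −0.531, lay below it. These values argue against brain tissue like the naïve samples as what raised the scores of the active tumors. The part of the tumor excised was not tested.

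005 replicate 3 lay nearest to naïve brain. Of 3143 genes upregulated in the other 005 tumors, 70.6% were above all naïve samples in this sample. Of 3274 genes downregulated in those tumors, 38.7% were below all naïve samples in it. The genes were chosen against these same naïve samples, so the 25% expected by chance is too low a reference for either share. These shares alone therefore do not decide whether the sample is a mislabelled naïve brain. A mixture of the mean naïve and mean other 005 profiles, fitted on 8797 genes and tested on 8684, had a naïve share of 82% and an error of 0.504, against 0.686 for naïve brain alone and 1.25 for the other 005 tumors alone. A candidate explanation is that this sample holds brain tissue beside the tumor, and a more diffusely growing tumor was not tested.

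The few immune pathways enriched in CT2A may depend on the loss of brain genes. With the upregulated genes alone, CT2A had 9 against 14 in GL261, so lost brain genes among the DE genes remain as an explanation. With 1000 genes from each tumor, CT2A had 4 against 14 in GL261, so the larger number of DE genes alone is not the explanation. In Mut3, lost brain genes among the DE genes and the larger number of DE genes both leave the result unexplained, with 0 and 0 immune pathways, and 1 and 0 at an unadjusted p under 0.05 in Fisher's exact test.

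The number of DE genes was set against other splits of the samples. For a tumor against naïve brain, 4 of the 10 splits of the 6 samples part as many same-numbered pairs, too few for a share under 0.05. The real split alone, 1 of 4, gave as many DE genes, immune pathways, cell cycle pathways and as large a marker shift in each tumor, except that 4 of 4 gave as many cell cycle pathways in 005 and 4 of 4 as many immune pathways in Mut3, since the real split gave 0 there. For the 12 tumors, 100 of 108 such splits were drawn. Fitted as a pair of groups, active against inert gave 1147 DE genes, the remaining pairing 398 and chemically induced against spontaneous lines 66. As many DE genes came from 1 of 100 splits for active against inert, from 3 of 100 for the remaining pairing and from 5 of 100 for chemically induced against spontaneous lines. These 5 were that split itself, the other pairings of whole lines and mixed splits with 664 and 243 DE genes. As pairings of whole lines are counted in it, the share does not measure chance alone. It therefore does not decide whether chance gave the 66 DE genes. The highest number in any other split was 664 (median 0). With the brain score as a covariate, the DE genes of active against inert went from 2620 to 1696, while those of chemically induced against spontaneous lines went from 852 to 1659 and those of the remaining pairing from 1313 to 1905. The larger number for active against inert may therefore reflect brain tissue in the samples.

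The low marker score of Mut3 could come from a larger share of tumor cells. Endothelial genes would then be lower in Mut3 as well, and their score differed by −0.206 from the other tumors (exact permutation test, two-sided, p = 0.586). Some other lists of cells that are not tumor cells were lower in Mut3. The difference was −1.37 for astrocytes (exact permutation test, p = 0.00455) and −1.32 for neurons (exact permutation test, p = 0.00909). Other such lists did not pass the threshold. They differed by −0.591 for oligodendrocytes (exact permutation test, p = 0.282), by −0.782 for choroid plexus (exact permutation test, p = 0.191) and by −0.233 for blood (exact permutation test, p = 0.745). The p values of all these lists are unadjusted. The paper reports more blood vessels in Mut3, so endothelial genes are a poor measure of the share of other cells. The low score cannot be told apart from a larger share of tumor cells.

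Interferon-inducible genes had a score 1.04 higher in CT2A and GL261 than in 005 and Mut3 (exact permutation test, two-sided, p = 0.0108). The samples did not part fully by origin, as 005 replicate 2, at 0.985, lay above all 3 CT2A samples, at 0.421 to 0.708. After adjustment over 51 comparisons (17 lists in 3 pairings), the adjusted p was 0.0788, which does not pass the threshold. In limma's camera test, the same list was shifted by 2.01 (adjusted p = 8.88e-21 over 62 gene sets), but also by 1.25 for active against inert tumors (adjusted p = 2.11e-06). The number of gene sets therefore does not account for the shift in the camera test. By the permutation test, the higher score in CT2A and GL261 cannot be told apart from the number of comparisons made. Both tests treat the mice of a line as replicates. With only a pair of lines of each origin, a difference of origin cannot be told apart from a difference between single lines.

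Gh and Prl were highest in naïve brain, at up to 621 and 1179 CPM in replicate 1, and lower in GL261 by a log2 fold change of −4.81 and −4.68 (edgeR, adjusted p = 0.00723 and 0.00779). Pituitary tissue in the naïve samples would raise other pituitary genes too. Of 6 such genes, 3 were detected and all 3 were highest in naïve brain, but the test needed 5, so it could not decide.

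Pecam1, which encodes CD31, was at 149.5 ± 11.8 CPM in naïve brain, 82.2 ± 4.29 in CT2A, 167 ± 26.0 in GL261, 127 ± 39.3 in 005 and 76.0 ± 1.10 in Mut3 (SD, n = 3 each). It was higher in GL261 and 005 than in CT2A and Mut3 by a log2 fold change of 0.88 (standard error 0.18, edgeR, adjusted p = 0.00523), whereas the paper describes low CD31 staining in GL261 and 005. Brain tissue in the samples also carries endothelial cells, and no explanation was tested for this gene.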
